# The RNA-binding protein HuR is a negative regulator in adipogenesis

**DOI:** 10.1038/s41467-019-14001-8

**Published:** 2020-01-10

**Authors:** Diana Teh Chee Siang, Yen Ching Lim, Aung Maung Maung Kyaw, Khaing Nwe Win, Sook Yoong Chia, Ufuk Degirmenci, Xiang Hu, Bryan C. Tan, Arcinas Camille Esther Walet, Lei Sun, Dan Xu

**Keywords:** Developmental biology, Molecular biology, Endocrinology, Endocrine system and metabolic diseases

## Abstract

Human antigen R (HuR) is an essential regulator of RNA metabolism, but its function in metabolism remains unclear. This study identifies HuR as a major repressor during adipogenesis. Knockdown and overexpression of HuR in primary adipocyte culture enhances and inhibits adipogenesis in vitro, respectively. Fat-specific knockout of HuR significantly enhances adipogenic gene program in adipose tissues, accompanied by a systemic glucose intolerance and insulin resistance. HuR knockout also results in depot-specific phenotypes: it can repress myogenesis program in brown fat, enhance inflammation program in epidydimal white fat and induce browning program in inguinal white fat. Mechanistically, HuR may inhibit adipogenesis by recognizing and modulating the stability of hundreds of adipocyte transcripts including Insig1, a negative regulator during adipogenesis. Taken together, our work establishes HuR as an important posttranscriptional regulator of adipogenesis and provides insights into how RNA processing contributes to adipocyte development.

## Abstract (web summary)

Human antigen R (HuR) is an RNA binding protein that promotes mRNA stability. Here the authors show that HuR represses adipogenesis in white and brown adipose tissue by stabilizing Insig1 and other targets.

## Introduction

Obesity is characterized by excessive lipid storage in adipose tissue, leading to an increase of metabolic disorders such as type 2 diabetes, cardiovascular disease and some types of cancer. Adipose tissue expansion is a complex process involving an enlargement of existing adipocytes (hypertrophy) and an increased number of adipocytes (hyperplasia) through adipogenesis^1^. A better understanding of the molecular mechanism underlying adipogenesis is necessary for developing the treatment of obesity and its associated diseases. Earlier studies have identified a variety of transcriptional factors that govern different aspects of adipogenesis by regulating downstream genes at the transcriptional level^2–4^. However, the regulation of adipogenesis at the posttranscriptional level has yet to be fully understood.

RNA-binding proteins (RBPs) play an essential role in governing the fate of mRNA transcripts from biogenesis, stabilization, translation to RNA decay^5,6^. Several RBPs have been reported as adipocyte regulators by affecting different aspects of RNA processing. SFRS10 and Sam 68 modulate the adipocyte development and lipid metabolism by controlling alternative splicing^7–9^. KSRP (KH-type splicing regulatory protein) ablation promotes browning of white adipose tissues by reducing miR-150 expression^10^. RNA-binding protein IMP2 controls energy metabolism by inhibiting the translation efficiency of UCP1 and other mitochondrial mRNAs^11^. PSPC1 (paraspeckle component 1) promotes adipogenesis by facilitating the export of many adipocyte RNAs, including the RNA encoding the transcriptional regulator EBF1, from the nucleus to the cytosol^12^. Our recent work indicates that Ybx2 is an important regulator that controls brown adipose tissue activation by regulating mRNA stability^13^. However, the functions of most RBPs in adipocytes remain unexplored.

HuR (also known as Elavl1) is a universally expressed RBP. It recognizes and binds to the AU-rich elements (ARE) in 3′UTR of its target mRNAs, and enhances mRNA stability and translation often by competing for AREs occupancy against mRNA-destabilizing modulators^14–16^. HuR plays a crucial role in the development and functions of several cell types. HuR homozygous knockout mice are lethal^17^. Tissue-specific knockout models have demonstrated that HuR is essential for hematopoietic progenitor cell survival, T cell selection and chemotaxis, and B cell antibody response^18–20^. HuR confines the pro-inflammatory cytokine production in myeloid cells and protects the mice from colorectal carcinogenesis^21^. HuR plays a neuroprotective role in the brain and regulates small intestinal epithelial homeostasis and proliferation^22,23^. The depletion of HuR results in an inhibition of C/EBPβ protein expression and an attenuation of the 3T3-L1 cells differentiation process^24,25^. Despite several decades of study on HuR, our knowledge about its functions and mechanisms is still limited to a small number of cell types. Particularly, we know little about the physiological role of HuR in any major metabolic tissues.

Here, we show that HuR is a key repressor for adipogenesis in both white adipose tissue (WAT) and brown adipose tissue (BAT). Loss-of-HuR in adipose tissue significantly increase fat mass in mice, accompanied with glucose intolerance and insulin resistance. HuR recognizes a set of mRNAs, including insulin-induced gene 1 (Insig1), which is destabilized and downregulated in the absence of HuR. Our study establishes that HuR is an important posttranscriptional regulator of adipogenesis and provides insights into how posttranscriptional processes contribute to adipocyte development.

## Results

### HuR is a repressor for adipocyte differentiation in vitro

To explore the potential function of HuR in adipocytes, we first examined HuR expression during adipocyte differentiation in vitro. We isolated the SVF (stroma-vascular fraction) and mature adipocytes from Brown adipose tissue (BAT), inguinal white adipose tissue (iWAT) and epididymal white adipose tissue (eWAT) of 2-month-old C57BL6 mice. Western blot analysis revealed that expression of HuR was decreased in mature adipocytes of three different adipose tissues (Fig. 1a). Consistent with it, HuR was also downregulated during the lipid accumulation phase (day 4 to day 8) in an in vitro differentiation time course of primary adipocytes (Fig. 1b). These data are suggestive of a functional link between HuR and adipogenesis.

**Fig. 1:**
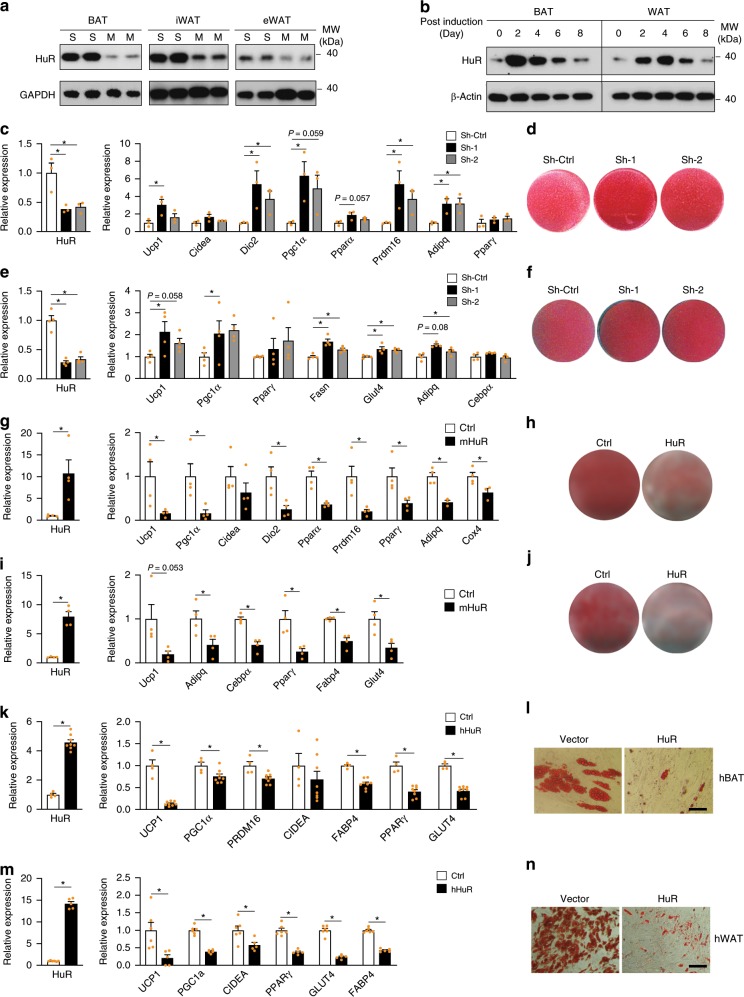
HuR represses adipocyte differentiation in vitro. **a** Western blot to compare the HuR expression in Stromal vascular fraction of adipose tissue (S) and mature adipocytes (M). **b** Western blot to examine the protein levels of HuR in primary brown and white adipocyte differentiation time course. **c** Primary brown preadipocytes were infected by retroviral shRNAs targeting HuR followed by induction of differentiation for 5 days. Real-time PCR was used to measure the knockdown efficiency (left), BAT-selective marker and pan-adipocyte marker expression (right). *n* = 3. **d** Oil Red O staining to assess lipid accumulation. **e**, **f** Similar as in (**c**, **d**), but in primary white adipocyte culture. *n* = 4. **g** Retroviral overexpression of HuR in primary brown preadipocytes. Real-time PCR was conducted to examine HuR (left) and marker gene expression (right) of brown adipocyte culture expressing HuR or vector at day 5. *n* = 4 per group. **h** Oil Red O staining of HuR-overexpressing brown adipocytes. **I**, **j** Similar as in (**g**, **h**), but in primary white adipocyte culture. *n* = 4 per group. **k** Retroviral overexpression of HuR in human fetal brown adipocytes. Real-time PCR was used to determine the expression of HuR (left) and marker gene expression at day 21 post induction (Ctrl, *n* = 4; HuR, *n* = 8). **l** Oil red O staining for human brown adipocytes at day 21 post induction. The scale bar represents 100 μm. **m**, **n** similar as (**k**, **l**) in Human subcutaneous WAT at day 14 post induction (Ctrl, *n* = 6; HuR, *n* = 5). The scale bars represent 100 μm. Error bars are mean ± SEM. Statistical significance using Student’s *t*-test for (**g**), (**i**), (**k**), and (**m**), One-way ANOVA test for (**c**) and (**e**), *p < 0.05. Source data are provided as a Source Data file.

To investigate the function of HuR in adipogenesis, we depleted HuR by infecting brown and white preadipocytes with retroviruses expressing targeting shRNAs and then induced cells to differentiate for 5 days. Knocking down HuR in brown adipocytes significantly promoted brown fat marker and pan-adipocyte marker expression detected by real-time PCR (Fig. 1c) and lipid accumulation assessed by Oil Red O staining (Fig. 1d). Similar results were obtained in WAT (Fig. 1e, f). Conversely, we overexpressed HuR in primary brown and white preadipocytes using retrovirus, followed by induction of differentiation. Overexpression of HuR greatly repressed lipid accumulation (Fig. 1h, j), BAT-selective markers and pan-adipocyte markers expression (Fig. 1g, i). These data indicate that HuR plays a repressive role in adipogenesis.

To assess the function of HuR in human adipocytes, we overexpressed human HuR in primary preadipocytes isolated from human fetal interscapular BAT^26^ and subcutaneous WAT. Similar as found in mouse adipocytes, overexpression of HuR severely inhibited lipid accumulation and marker expression in both human BAT and WAT adipocyte culture (Fig. 1k–n and Supplementary Fig. 1a). To test whether the function of HuR in human and mouse is interchangeable, we overexpressed human HuR in mouse BAT and WAT adipocyte culture. Interestingly, human HuR overexpression inhibited the differentiation of mouse BAT and WAT adipocytes (Supplementary Fig. 1b–d). Taken together, HuR is a repressor for both mouse and human adipogenesis in vitro.

### HuR knockout in adipose tissue results in increased fat mass

To determine the function of HuR in vivo, we generated mice with a fat-specific deletion of the HuR gene by crossing *HuR*^*flox/flox*^ and *Adipoq*-Cre mice, referred to as HuR-FKO mice. First, we confirmed the lack of HuR in three different adipose tissues compared with control littermates (*HuR*^*flox/flox*^; Cre-) by Real-time PCR (Supplementary Fig. 2a) and western blot (Fig. 2a). Knockout animals did not exhibit significant alteration in their body weights (Fig. 2b), body lengths (Supplementary Fig. 2b), food intake (Supplementary Fig. 2c) and energy expenditure (Supplementary Fig. 2d, e). However, EcoMRI scans indicated that body fat mass was clearly increased in FKO mice (Fig. 2c), which is mainly due to a significantly enlarged epididymal white depot (Fig. 2d, e). The inguinal white adipose and brown adipose of FKO were marginally bigger but not significant (Fig. 2d, e). Consistently, H&E staining showed hypertrophic epididymal white fat depots in HuR-FKO mice (Fig. 2f).

**Fig. 2:**
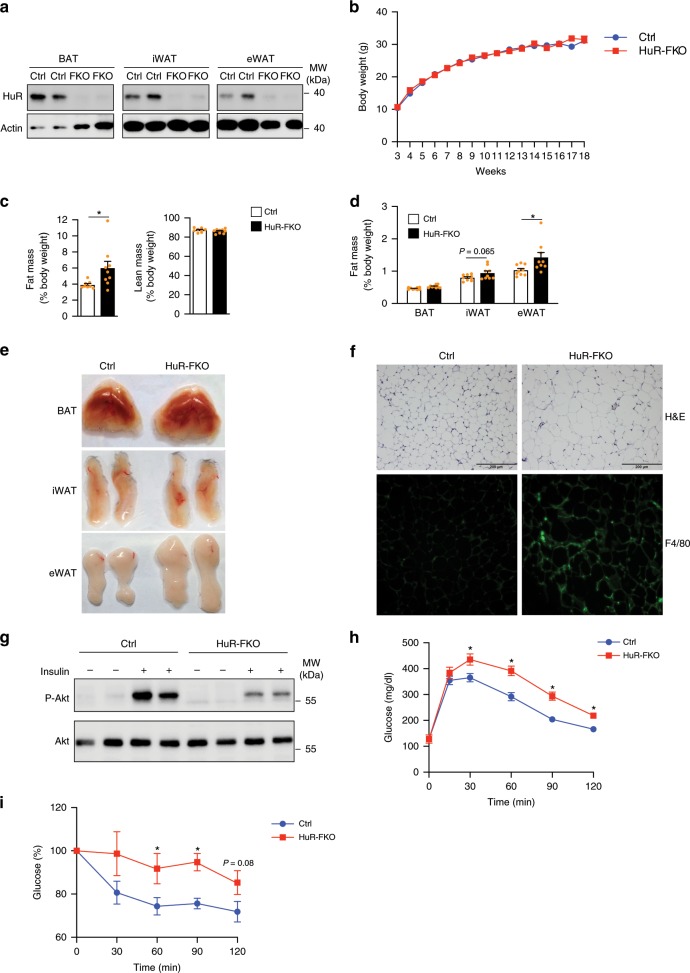
HuR knockout in adipose tissue results in increased fat mass. **a** Western blot analysis of HuR expression in BAT, iWAT, and eWAT of HuR-KFO and control mice. **b** Body weight of male HuR-FKO and control (*HuR*^*flox/flox*^) mice (Ctrl, *n* = 7; HuR-FKO, *n* = 10). **c** In vivo fat and lean mass by EcoMRI in 3-month-old male HuR-FKO and control littermates. (Ctrl, *n* = 8; HuR-FKO, *n* = 9). **d** The organ weights of BAT, iWAT, and eWAT in 3-month-old HuR-FKO and control littermates were normalized as a percentage of total body weight. *n* = 9 per group. **e** Representative picture of BAT, iWAT, and eWAT. **f** Morphological characteristics of eWAT by H&E staining and immunostaining of eWAT with F4/80. Scale bars represent 200 μM. **g** Insulin-induced AKT phosphorylation in eWAT from HuR-FKO and Ctrl mice. Five minutes after IP insulin injection, mice were then sacrificed to harvest eWAT and examined its phosphorylation levels of AKT by western blot. **h** Blood glucose levels during glucose tolerance test (GTT) (*n* = 9 per group) and **i** insulin tolerance test (ITT) of HuR-FKO and control littermates (Ctrl, *n* = 8; HuR-FKO, *n* = 6). Error bars are mean ± SEM. Statistical significance was determined by Student’s *t*-test; *p < 0.05. Source data are provided as a Source Data file.

To test whether HuR-FKO mice developed insulin resistance in adipose tissue, we examined the phosphorylation of AKT in eWAT after insulin administration and observed decreased phosphorylation of AKT in the HuR knockout eWAT (Fig. 2g). Since the adipose tissue insulin resistance is often associated with systemic insulin resistance, we conducted glucose tolerance test (GTT) and insulin tolerance test (ITT). HuR-FKO mice became whole-body glucose intolerant and displayed insulin resistance (Fig. 2h, i). Taken together, deficiency of HuR in adipose tissues results in an increased fat content and an impaired insulin sensitivity.

### HuR knockout in eWAT enhances adipogenesis and inflammation

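Elavl1, the gene that encodes HuR, was not lower in the epididymal fat libraries labelled HuR-FKO. Its level was 13.2 ± 0.841 FPKM in the libraries labelled Ctrl and 14.2 ± 1.07 FPKM in the libraries labelled HuR-FKO (SD, n = 3 per group). The libraries labelled Ctrl read 13.6, 13.8 and 12.2 FPKM, and those labelled HuR-FKO read 13.9, 15.4 and 13.3 FPKM. The ratio of HuR-FKO to Ctrl, taken on FPKM plus 1, was 1.07 with a 95% interval from 0.909 to 1.26 (log2 fold change 0.10, adjusted p = 0.883 from limma). Elavl1 (ENSMUSG00000040028) lies on chromosome 8 of mm10 from 4284782 to 4325100. The paralogs Elavl2, Elavl3 and Elavl4 had group means from 0.00707 to 0.242 FPKM.
Of 12329 protein-coding genes tested in eWAT, 3 rose and 2 fell in the libraries labelled HuR-FKO at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05, 472 genes were higher and 471 lower. Stk38, which encodes a serine/threonine kinase, rose from 73.9 ± 7.57 to 230 ± 6.64 FPKM (SD, n = 3 per group; log2 fold change 1.63, standard error 0.10, adjusted p = 0.00266). It lies on chromosome 17 from 28970885 to 29007945. Smyd1, a histone methyltransferase of striated muscle, rose from 0.782 ± 0.183 to 5.51 ± 1.33 FPKM. Gm20458, a predicted gene on chromosome 2, was at 0.00326 FPKM in Ctrl and 2.27 FPKM in HuR-FKO, and its model overlaps Sys1 and Dbndd2, so the source of its reads is uncertain. Dlst, a component of the oxoglutarate dehydrogenase complex of the tricarboxylic acid cycle, fell from 78.3 ± 6.48 to 40.1 ± 1.14 FPKM (log2 fold change -0.94, adjusted p = 0.0244). Tnpo2, a nuclear import receptor, fell from 15.8 ± 0.887 to 7.69 ± 0.673 FPKM. Of these 5 calls, only that of Stk38 was kept when any 1 of the 6 libraries was left out, and none was kept with the replicate number as a block.
Each library was RNA pooled from 3 mice, so n counts pools. The paper gives the age as 3 months and the sample labels give 12 weeks. The authors aligned paired-end, strand-specific reads to mm10 with TopHat and quantified genes with Cufflinks, and the table analysed here holds FPKM for every gene and library. FPKM carries no read totals. Steps between the low values of long genes with a single transcript put the depth, in M (1e6) fragments, at roughly 9.3 to 13.7 M fragments in the Ctrl libraries and 9.8 to 11.6 M in the HuR-FKO libraries, an uncertain estimate because 61.2% to 65.6% of those values sat at a whole number of fragments within a tolerance of 0.05 on the log2 scale. Between 11949 and 12304 protein-coding genes were above 1 FPKM in each library. Mitochondrially encoded genes held 12.1% to 13.9% of the protein-coding FPKM in the Ctrl libraries and 14.2% to 16.8% in the HuR-FKO libraries. Tests were run on log2(FPKM + 1), which understates changes of low genes, over protein-coding genes with a mean above 1 FPKM in either group. The groups' libraries did not overlap for 13.1% of these genes, where chance gives 10%.

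**Figure D1:**
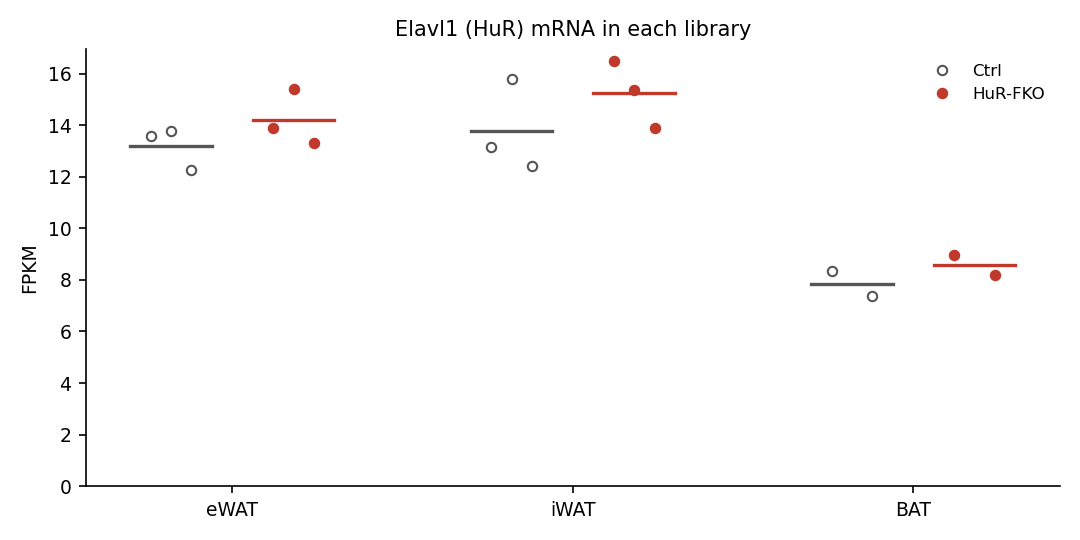
Elavl1 level in FPKM (vertical axis, linear) in eWAT, iWAT and BAT. Each point is 1 library, open for Ctrl and filled for HuR-FKO, and each horizontal line is the group mean. In eWAT the HuR-FKO libraries lie between 13.3 and 15.4 FPKM.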

To further examine the effect of HuR on eWAT at the molecular level, we conducted RNA-seq of eWAT isolated from 3-month-old HuR-FKO and control littermates. 

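Adipocyte genes were on the whole slightly higher in the eWAT libraries labelled HuR-FKO. Of 40 genes of adipocyte differentiation and identity, 33 were higher and 7 lower, with a median log2 fold change of 0.14. Pck1, which supplies glycerol for triglyceride synthesis, was at 558 ± 276 FPKM in Ctrl and 1039 ± 438 FPKM in HuR-FKO (SD, n = 3 per group). Aqp7, a glycerol channel, was at 87.0 FPKM in Ctrl and 124 FPKM in HuR-FKO. The adipokine genes Lep and Retn had the opposite sign, Lep at 481 ± 20.9 against 324 ± 157 FPKM and Retn at 1874 ± 165 against 1399 ± 136 FPKM. Pparg, the master regulator of adipogenesis, was at 123 ± 24.7 against 129 ± 32.6 FPKM, and it lies on chromosome 6 of mm10 from 115361221 to 115490401. No member passed limma's test at an adjusted p under 0.05, over all genes or adjusted over the list alone, and 2 were higher and 2 lower at an unadjusted p under 0.05. The list as a whole was higher by camera with a preset correlation (adjusted p = 0.00708), but not with an estimated correlation (adjusted p = 0.651). The preset of 0.01 takes genes of a list as nearly independent, so its p may be too small for genes that move together. The estimate rests on only 4 residual degrees of freedom in this depot. A preranked GSEA of the same list, whose p comes from permutation of genes, gave a normalized enrichment score of 1.56 (adjusted p = 0.115). Without Ctrl replicate 3 or HuR-FKO replicate 3 the camera call was lost, at medians of 0.09 and 0.08.
In the same comparison all 13 mitochondrially encoded subunits of oxidative phosphorylation were higher, with a median log2 fold change of 0.41 (adjusted p = 3.84e-07 with the preset and 0.360 with an estimated correlation). Of 23 endothelial markers, 20 were higher, with a median of 0.18 (adjusted p = 2.53e-04 with the preset and 0.433 with an estimated correlation). Of 33 extracellular matrix and mesenchymal genes, 26 were lower, with a median of -0.17 (adjusted p = 0.00708 with the preset and 0.494 with an estimated correlation), and without Ctrl replicate 2 this median was -0.07 and the call was lost.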

Consistent with the increased epididymal fat mass, GSEA analysis revealed an enhanced adipogenesis pathway in eWAT of HuR-FKO mice (Fig. 3a, b). We confirmed these molecular changes by real-time PCR to examine the expression of key marker genes in adipogenesis and lipid metabolism. Most of the examined genes are upregulated (Fig. 3c, d). Thus, HuR deficiency promotes the adipogenesis pathway at molecular levels.

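Genes of fatty acid oxidation were slightly higher in the eWAT libraries labelled HuR-FKO, and genes of lipid synthesis went both ways. Of 28 genes of fatty acid oxidation, 22 were higher, with a median log2 fold change of 0.07 (camera, adjusted p = 0.0226 with the preset and 0.735 with an estimated correlation). That call was lost without Ctrl replicate 1 (0.07), Ctrl replicate 3 (0.05) or HuR-FKO replicate 3 (0.05). Of 23 genes of fatty acid and triglyceride synthesis, 15 were higher and 8 lower, with a median of 0.08 (adjusted p = 0.799), and without Ctrl replicate 1 the list was higher past the threshold, at 0.24. The triglyceride synthesis gene Dgat2 was at 954 ± 348 FPKM in Ctrl and 1215 ± 123 FPKM in HuR-FKO (SD, n = 3 per group). The lipase gene Lipe was at 647 ± 16.1 against 722 ± 69.0 FPKM, and Adipoq, the adiponectin gene, at 2456 ± 281 against 2728 ± 148 FPKM. The fatty acid carrier gene Fabp4 was at 20400 ± 3936 against 22570 ± 2823 FPKM, and the glucose transporter gene Slc2a4 at 127 ± 10.8 against 116 ± 7.90 FPKM. Of 13 genes that the paper measured by real-time PCR for white fat, adipogenesis, lipogenesis and glucose uptake (Fig. 3c, d), 9 were higher and 4 lower in these libraries, with a median of 0.09 (adjusted p = 0.591). None of the 13 passed limma's test, over all genes or adjusted over the list alone, and 2 of the lower genes had an unadjusted p under 0.05. Genes the study picked for its own real-time PCR are not independent evidence. From the adipogenesis pathway in its GSEA and from real-time PCR of marker genes, the paper concludes that loss of HuR promotes this pathway in eWAT.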

**Fig. 3:**
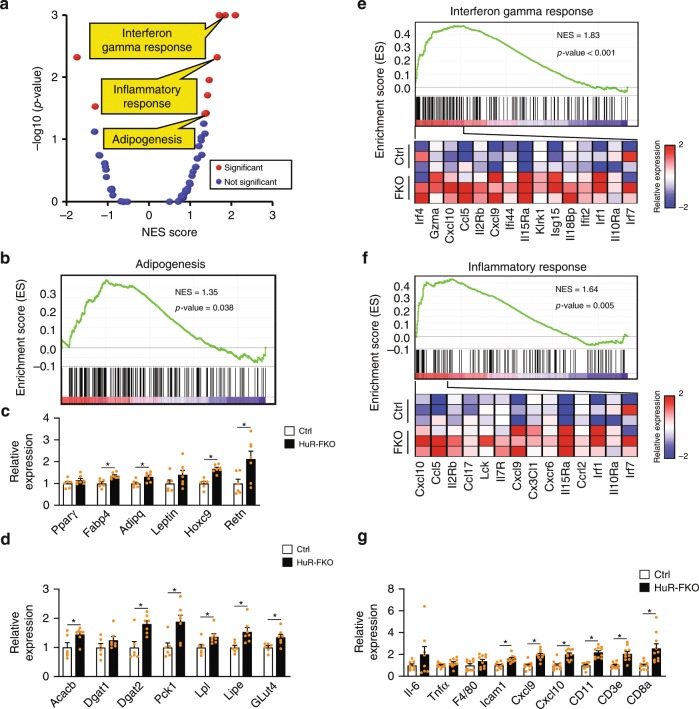
HuR knockout enhances adipogenesis and inflammation in eWAT. **a** GSEA was performed to analyze the pathways affected by HuR depletion in eWAT. Scatterplot depicts the relationship between the *p*-value and normalized enrichment score (NES) of 50 “Hallmark” gene sets in MSigDB. Significant biological pathways are labeled in red. **b** GSEA in adipogenesis pathway. **c** Real-time PCR to confirm the expression of genes for white fat and adipogenesis (Ctrl, *n* = 6; HuR-FKO, *n* = 7). **d** Real-time PCR to confirm the expression of genes for lipogenesis and glucose uptake (Ctrl, *n* = 6; HuR-FKO, *n* = 7). **e** GSEA in interferon gamma response and **f** inflammatory response pathway. At the bottom of each panel shows a heatmap of representative genes found within the leading edge-subset of the biological pathway. The color intensity represents median centered gene expression (FPKM) with red and blue representing highly and lowly expressed genes, respectively. **g** Real-time PCR to confirm the expression of genes involved in inflammation. *n* = 10 per group. Error bars are mean ± SEM. Statistical significance was determined by Student’s *t*-test; *p < 0.05. Source data are provided as a Source Data file.

In addition, we observed some upregulated immune response pathways, such as interferon gamma response and inflammatory response (Fig. 3a, e, f), which were successfully validated by real-time PCR (Fig. 3g). 

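Interferon-stimulated genes were higher in the eWAT libraries labelled HuR-FKO, and so were markers of T cells and of cytotoxic lymphocytes, while those of B cells and macrophages were not. Of 54 interferon-stimulated and antigen presentation genes, 47 were higher, with a median log2 fold change of 0.17. Cxcl10, a chemokine induced by interferon gamma, was at 2.46 ± 0.342 FPKM in Ctrl and 4.73 ± 1.01 FPKM in HuR-FKO (SD, n = 3 per group), and the related Cxcl9 was at 9.61 ± 1.95 against 15.8 ± 2.01 FPKM. These neighbouring genes lie on chromosome 5 of mm10, Cxcl9 from 92321331 to 92328079 and Cxcl10 from 92346638 to 92348889. Iigp1, an interferon-inducible GTPase gene, was at 8.35 against 14.4 FPKM. No member passed limma's test over all genes, while 14 were higher at an unadjusted p under 0.05 and these 3 rose when adjusted over the list alone. The list was higher by camera with the preset correlation (adjusted p = 1.78e-10) and not with an estimated correlation (adjusted p = 0.360).
Of 24 cytokines, chemokines and their receptors, 18 were higher, with a median log2 fold change of 0.19 (adjusted p = 0.00220 with the preset and 0.360 with an estimated correlation). Adjusted over the list alone, Cxcl9, Cxcl10, Ccl5, Il15ra and Il2rb rose and Csf1 fell, and none passed over all genes, where 7 were higher and 2 lower at an unadjusted p under 0.05 from limma. The T cell chemokine gene Ccl5 was at 8.71 ± 2.30 against 16.4 ± 4.87 FPKM and Il2rb, a receptor chain of T and natural killer cells, at 1.76 ± 0.323 against 3.03 ± 0.592 FPKM. Of 6 genes that the paper measured by real-time PCR (Fig. 3g), 5 were higher, with a median of 0.27 (adjusted p = 0.0117 with the preset and 0.360 with an estimated correlation). The call was lost without Ctrl replicate 1 (0.24) or HuR-FKO replicate 3 (0.26), and these genes, chosen by the study, are not independent evidence. The sixth, the myeloid integrin gene Itgam, was at 12.7 ± 1.20 against 10.3 ± 1.80 FPKM.
All 8 markers of natural killer and cytotoxic lymphocytes were higher, with a median of 0.47 (adjusted p = 3.46e-06 with the preset and 0.360 with an estimated correlation), and 4 of them, Nkg7, Gzma, Ccl5 and Il2rb, rose when adjusted over the list alone. All 10 T cell markers were higher, with a median of 0.32 (adjusted p = 6.59e-04 with the preset and 0.360 with an estimated correlation). Of 8 B cell markers 5 were higher, with a median of 0.02 (adjusted p = 0.999). Of 22 macrophage markers, 5 were higher and 17 lower, with a median of -0.07 (adjusted p = 0.591), and without Ctrl replicate 1 the list was lower past the threshold, at -0.19. Adgre1, which encodes F4/80, was at 14.4 ± 1.04 against 14.9 ± 1.97 FPKM. All 5 red cell genes were higher, with a median of 0.81 (adjusted p = 1.74e-09 with the preset and 0.360 with an estimated correlation), and each rose when adjusted over the list alone.

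**Figure D2:**
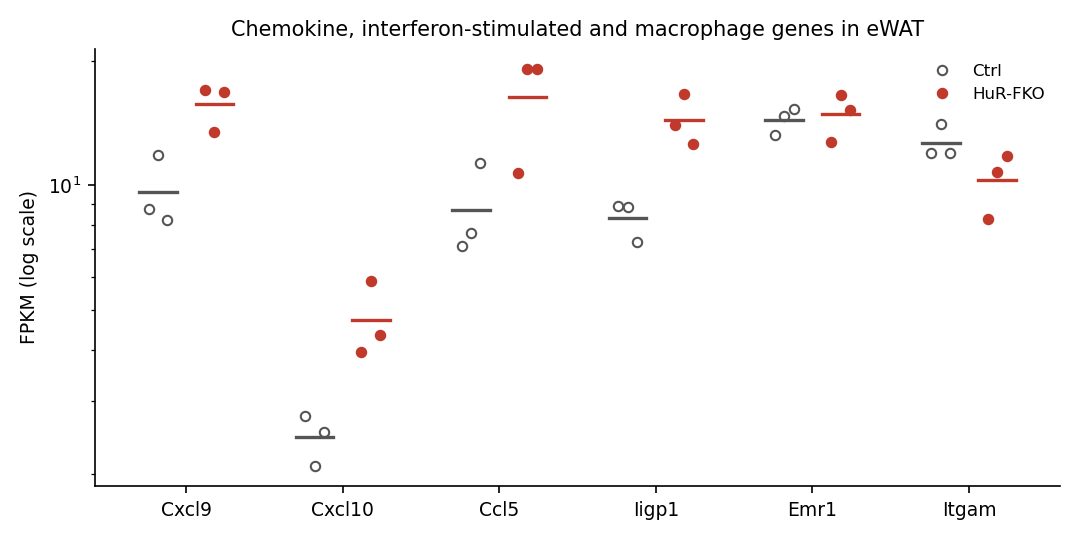
Levels in FPKM (vertical axis, log scale) of Cxcl9, Cxcl10, Ccl5, Iigp1, Emr1 (the table's symbol for Adgre1) and Itgam in eWAT. Each point is 1 library, open for Ctrl and filled for HuR-FKO, and each horizontal line is the group mean. Mean Cxcl10 is 2.46 FPKM in Ctrl and 4.73 FPKM in HuR-FKO.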

Consistently, the IF staining of F4/80 clearly indicated that more macrophages were present in the HuR-FKO eWAT (Fig. 2f). It is possible that HuR knockout results in an enhanced inflammatory response in adipocytes per se or the increase in adipocyte size results in larger intercellular space which allows for the infiltration of immune cells. These two explanations are not mutually exclusive, and it is certainly possible that both effects contribute to the adipose tissue inflammation.

### HuR knockout in iWAT enhances adipogenesis and browning

We determined the effect of HuR knockout on iWAT that is enriched for beige adipocytes. These beige adipocytes exhibit white adipocyte features at thermoneutrality but can undergo browning phenotype to take on BAT-like cellular and molecular phenotypes under environmental stimuli such as cold exposure^27^. We analyzed the global gene expression in iWAT samples from 3-month-old HuR-FKO and their control littermates by RNA-seq. 

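In inguinal fat, too, Elavl1 was not lower in the libraries labelled HuR-FKO, with 13.8 ± 1.78 FPKM in Ctrl and 15.3 ± 1.31 FPKM in HuR-FKO (SD, n = 3 per group). The libraries labelled Ctrl read 13.2, 15.8 and 12.4 FPKM and those labelled HuR-FKO read 16.5, 15.3 and 13.9 FPKM. The ratio on FPKM plus 1 was 1.10 with a 95% interval from 0.903 to 1.34 (log2 fold change 0.14, adjusted p = 0.822 from limma).
Of 12705 protein-coding genes tested in iWAT, 4 rose and 1 fell at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05, 470 genes were higher and 702 lower. Zfp949, a zinc finger gene, rose from 3.97 ± 0.351 to 11.0 ± 0.420 FPKM (log2 fold change 1.28, adjusted p = 0.0220), and Clstn3, which encodes a calsyntenin, rose from 19.1 ± 1.10 to 55.9 ± 9.66 FPKM (log2 fold change 1.49, adjusted p = 0.0270). Stk38 rose in this depot from 84.7 ± 8.30 to 178 ± 11.1 FPKM (log2 fold change 1.07, adjusted p = 0.0429). Retnlg, a marker of neutrophils, fell from 6.08 ± 0.797 to 1.52 ± 0.372 FPKM (log2 fold change -1.49, adjusted p = 0.0429). The remaining gene was Elovl3, a fatty acid elongase of brown fat. None of these calls was kept with every library left out in turn, and the number of calls then ranged from 0 to 5. With the replicate number as a block none was kept either.
The 6 libraries were made, quantified and tested in the way described for eWAT. Their estimated depth was roughly 11.6 to 12.5 M fragments in Ctrl and 12.1 to 15.3 M in HuR-FKO, with 59.7% to 68.7% of low values at a whole number of fragments. Each library had 12404 to 12532 protein-coding genes above 1 FPKM. The mitochondrially encoded share of protein-coding FPKM was 19.7% to 23.3% in Ctrl and 23.9% to 27.3% in HuR-FKO. The groups did not overlap for 14.5% of the tested genes, where chance gives 10%.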

Consistent with the findings in vitro, our GSEA analysis clearly demonstrated that the upregulated genes are enriched for adipogenesis and fatty acid metabolism pathways (Fig. 4a–c), which can be successfully confirmed by real-time PCR (Fig. 4e). Therefore, HuR knockout results in enhanced adipogenesis in both eWAT and iWAT.

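Every measured gene of fatty acid oxidation was higher in the iWAT libraries labelled HuR-FKO, while the adipocyte genes as a group were only slightly higher. All 29 genes of fatty acid oxidation had a positive log2 fold change, with a median of 0.49 (camera, adjusted p = 2.09e-23 with the preset and 0.0859 with an estimated correlation). Acadm, a dehydrogenase of medium-chain fatty acids, was at 201 ± 18.8 FPKM in Ctrl and 358 ± 42.7 FPKM in HuR-FKO (SD, n = 3 per group), and it lies on chromosome 3 of mm10 from 153922357 to 153944632. Cpt1b, the muscle and brown fat form of the enzyme that admits fatty acids to mitochondria, was at 16.1 against 51.4 FPKM. Hadhb, part of the trifunctional protein of beta-oxidation, was at 236 ± 27.8 against 355 ± 49.0 FPKM. None passed limma's test over all genes, while 20 were higher at an unadjusted p under 0.05 and 18 rose when adjusted over the list alone. Acadm's adjusted p over all genes was 0.144.
Of 40 genes of adipocyte differentiation and identity, 25 were higher and 15 lower, with a median log2 fold change of 0.08 (adjusted p = 0.00223 with the preset and 0.699 with an estimated correlation). A preranked GSEA of these 40 genes gave a normalized enrichment score of 1.70 (adjusted p = 0.0148). None passed limma's test over all genes or adjusted over the list alone, with 7 higher and 2 lower at an unadjusted p under 0.05. Pparg was at 97.1 ± 13.0 against 93.2 ± 8.35 FPKM, Adipoq at 1172 ± 49.3 against 1177 ± 287 FPKM, and Cebpa, a transcription factor of adipogenesis, at 212 ± 19.8 against 236 ± 37.2 FPKM. Without Ctrl replicate 2 the median was 0.05 and the call was lost, and without HuR-FKO replicate 3 it was -0.00. Genes of fatty acid and triglyceride synthesis went both ways, with 12 higher and 11 lower (median 0.03, adjusted p = 0.153), and without Ctrl replicate 1 the list was higher past the threshold, at 0.22. Adjusted over that list alone Agpat2 and Fads1 rose and Scd1 and Pnpla3 fell. Of 9 genes that the paper measured by real-time PCR (Fig. 4e), 7 were higher, with a median of 0.08 (adjusted p = 0.0202 with the preset and 0.371 with an estimated correlation), and Acadm rose when adjusted over the list alone, which is not independent evidence for genes the study chose. That call was lost without Ctrl replicate 2 (0.05) or HuR-FKO replicate 3 (0.02).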

**Fig. 4:**
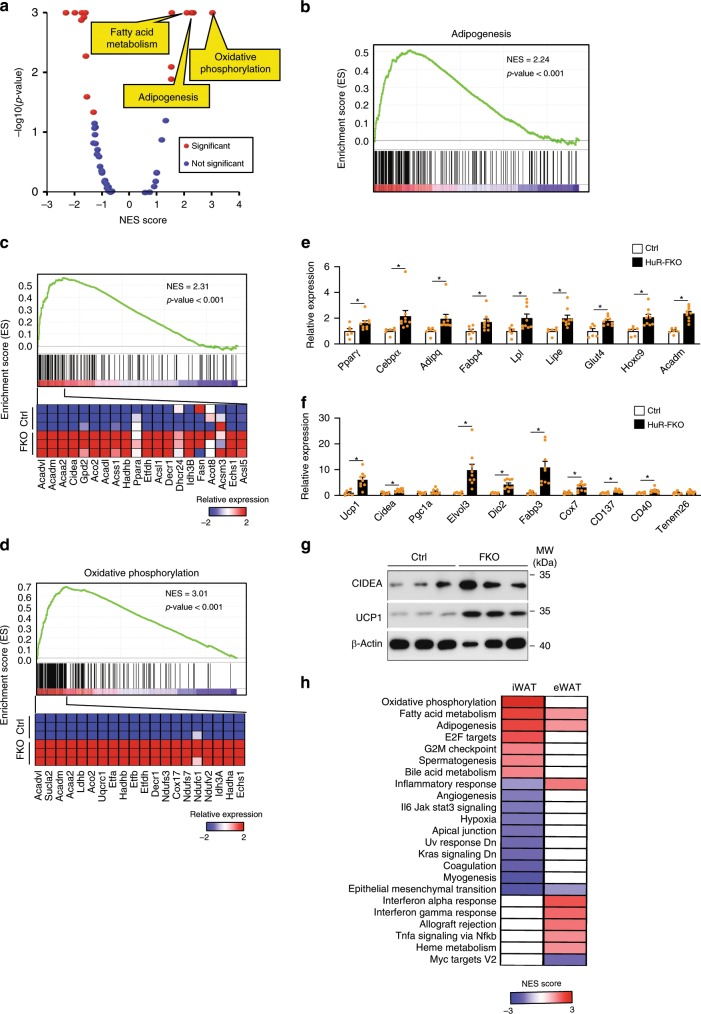
HuR knockout enhances adipogenesis and browning in iWAT. **a** GSEA was performed to analyze the pathways affected by HuR depletion in iWAT. Scatterplot depicts the relationship between the *p*-value and NES score of 50 “Hallmark” gene sets in MSigDB. **b** GSEA on the biological pathway of adipogenesis, **c** fatty acid metabolism, and **d** oxidative phosphorylation. **e** Real-time PCR to confirm the expression of genes for adipogenesis, lipogenesis, and **f** BAT-selective and beige fat markers (Ctrl, *n* = 6; HuR-FKO, *n* = 9). **g** Western blot was performed to examine the protein level of Cidea and Ucp1 in iWAT from HuR-FKO and Ctrl mice. **h** The regulated pathways in HuR-FKO iWAT and eWAT are displayed in a heatmap. The color represents the NES for each pathway. Error bars are mean ± SEM. Statistical significance was determined by Student’s *t*-test; *p < 0.05.

Another enhanced pathway in HuR-FKO iWAT was oxidative phosphorylation (Fig. 4a, d). 

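Genes of oxidative phosphorylation were higher in the iWAT libraries labelled HuR-FKO, by a small amount each. Of 76 nuclear-encoded subunits, 74 had a positive log2 fold change, with a median of 0.27 (camera, adjusted p = 3.58e-27 with the preset and 0.482 with an estimated correlation). Uqcrc1, a core subunit of complex III, was at 181 ± 29.2 FPKM in Ctrl and 284 ± 44.7 FPKM in HuR-FKO (SD, n = 3 per group). Ndufs3, a subunit of complex I, was at 120 ± 10.6 against 167 ± 16.9 FPKM, and Cox17, a copper chaperone of complex IV assembly, at 150 ± 3.40 against 208 ± 28.5 FPKM. None passed limma's test over all genes or adjusted over the list alone, while 29 were higher and 0 lower at an unadjusted p under 0.05.
All 13 mitochondrially encoded subunits were higher, with a median of 0.41 (adjusted p = 2.94e-10 with the preset and 0.406 with an estimated correlation), and mt-Nd1, mt-Nd5 and mt-Nd6 rose when adjusted over the list alone. Of 21 genes of the tricarboxylic acid cycle and pyruvate entry, 17 were higher, with a median of 0.37 (adjusted p = 5.44e-09 with the preset and 0.510 with an estimated correlation). Adjusted over the list alone 8 rose, among them Suclg1, at 94.9 against 183 FPKM, and 1 fell, Dlst, at 92.9 against 60.2 FPKM.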

The brown fat markers such as Ucp1, Dio2, Fabp3, and Elvol3, and beige fat markers were among the most significantly upregulated genes in HuR-FKO iWAT (Fig. 4f). 

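Brown fat genes were higher in the iWAT libraries labelled HuR-FKO, and Elovl3 rose past the threshold over all genes. Elovl3 rose from 1.65 ± 0.354 FPKM in Ctrl to 13.5 ± 2.81 FPKM in HuR-FKO (SD, n = 3 per group; log2 fold change 2.44, standard error 0.18, adjusted p = 0.0187 from limma). It lies on chromosome 19 of mm10 from 46131897 to 46135694. Ucp1, the uncoupling protein of heat production, was at 18.4 ± 8.93 FPKM in Ctrl and 141 ± 40.5 FPKM in HuR-FKO (log2 fold change 2.96, standard error 0.39, adjusted p = 0.106), and it lies on chromosome 8 from 83290348 to 83298456. The Ctrl libraries read 25.3, 8.33 and 21.6 FPKM of Ucp1 and the HuR-FKO libraries read 139, 182 and 101 FPKM. Fabp3, a fatty acid carrier of muscle and brown fat, was at 5.96 ± 2.07 against 46.9 ± 31.6 FPKM. Dio2, which activates thyroid hormone, was at 0.616 ± 0.447 against 2.14 ± 0.839 FPKM, and Cidea, a lipid droplet gene, at 148 ± 22.4 against 254 ± 66.1 FPKM. Of 27 brown and beige adipocyte markers, 22 were higher, with a median log2 fold change of 0.54 (camera, adjusted p = 1.89e-16 with the preset and 0.128 with an estimated correlation). In limma's test 1 rose over all genes and 16 when adjusted over the list alone.
Ppargc1a, a regulator of mitochondrial genes, was at 1.98 ± 0.684 against 1.66 ± 0.317 FPKM. The genes measured as beige markers in Fig. 4f showed Tmem26 at 1.48 ± 0.231 against 1.14 ± 0.273 FPKM, Tnfrsf9 at 2.73 ± 0.844 against 2.18 ± 0.375 FPKM, and Cd40 at 8.01 ± 2.42 against 8.02 ± 2.01 FPKM. Of 10 genes of Fig. 4f, 7 were higher, with a median of 0.86 (adjusted p = 1.03e-06 with the preset and 0.0859 with an estimated correlation), and 6 rose when adjusted over the list alone, which is not independent evidence since the study chose the genes. The call of Elovl3 was kept only without HuR-FKO replicate 1 or without HuR-FKO replicate 3 when the libraries were left out in turn. It was lost with the replicate number as a block (limma, adjusted p = 0.102).

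**Figure D3:**
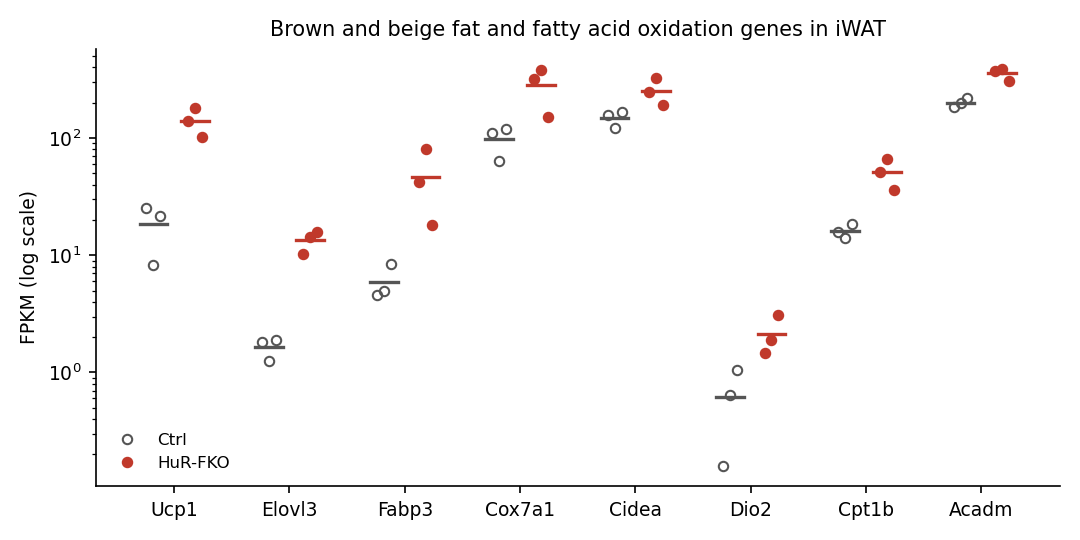
Levels in FPKM (vertical axis, log scale) of Ucp1, Elovl3, Fabp3, Cox7a1, Cidea, Dio2, Cpt1b and Acadm in iWAT. Each point is 1 library, open for Ctrl and filled for HuR-FKO, and each horizontal line is the group mean. Mean Ucp1 is 18.4 FPKM in Ctrl and 141 FPKM in HuR-FKO.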

At the protein level, we confirmed the upregulation of UCP1 and CIDEA in HuR-FKO iWAT by western blot (Fig. 4g). Thus, lack of HuR results in increased adipogenesis and browning in iWAT.

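Beside the brown fat genes, other groups of genes, many of them markers of other cell types, differed between the iWAT libraries labelled HuR-FKO and Ctrl. All 33 extracellular matrix and mesenchymal genes were lower, with a median log2 fold change of -0.37 (camera, adjusted p = 2.43e-10 with the preset and 0.406 with an estimated correlation), and Col6a3, a collagen gene, fell when adjusted over the list alone, at 135 against 91.9 FPKM. Of 44 genes of skeletal muscle, 40 were lower, with a median of -0.90 (adjusted p = 6.02e-06 with the preset and 0.699 with an estimated correlation). This median was -0.38 without Ctrl replicate 3 and -0.51 without HuR-FKO replicate 1, and the call was then lost. All 9 Schwann cell markers were lower, with a median of -0.43 (adjusted p = 0.0120 with the preset and 0.699 with an estimated correlation), a call lost without Ctrl replicate 1 (-0.17), Ctrl replicate 3 (-0.49) or HuR-FKO replicate 1 (-0.20). All 14 markers of natural killer and cytotoxic lymphocytes were higher, with a median of 0.41 (adjusted p = 5.44e-09 with the preset and 0.371 with an estimated correlation), and Gzma, Gzmb, Klrb1c and Klre1 rose when adjusted over the list alone. All 19 B cell markers were higher, with a median of 0.32 (adjusted p = 0.00664 with the preset and 0.699 with an estimated correlation), and the call was lost without Ctrl replicate 1 (-0.21) or HuR-FKO replicate 2 (0.13). Of 9 neutrophil and mast cell markers 8 were lower, with a median of -0.41 (adjusted p = 1.04e-04 with the preset and 0.128 with an estimated correlation), which was -0.22 without HuR-FKO replicate 1. Of 23 endothelial markers 20 were higher, with a median of 0.20 (adjusted p = 4.95e-07 with the preset and 0.507 with an estimated correlation), which was 0.11 without HuR-FKO replicate 3. Of 30 cell cycle genes 27 were higher, with a median of 0.22 (adjusted p = 1.59e-06 with the preset and 0.633 with an estimated correlation), which was 0.09 without HuR-FKO replicate 1, 0.35 without Ctrl replicate 2 and 0.43 without HuR-FKO replicate 3. All 5 red cell genes were higher, with a median of 0.69 (adjusted p = 4.96e-06 with the preset and 0.406 with an estimated correlation), and each rose when adjusted over the list alone. The paper draws on the adipogenesis, fatty acid metabolism and oxidative phosphorylation pathways, real-time PCR of markers, and western blots of UCP1 and CIDEA. From these it concludes that lack of HuR increases adipogenesis and browning in iWAT.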

HuR depletion resulted in browning in iWAT but inflammation in eWAT, suggesting that HuR may play different roles in distinct depots. To analyze the depot-specific effects of HuR knockout, we compared the altered pathways in these two depots. Most altered pathways displayed clear depot-specific pattern. For instance, HuR knockout enhanced oxidative phosphorylation in iWAT but not in eWAT, induced interferon responses, Tnfα signaling in eWAT but not iWAT, and repressed angiogenesis, hypoxia, and IL6/JAK/ STAT3 signaling in iWAT but not eWAT (Fig. 4h). However, the fatty acid metabolism and adipogenesis pathways were significantly upregulated in both depots. Thus, while HuR knockout has differentially affected a variety of pathways in iWAT vs. eWAT, it promotes adipogenesis in both depots.

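Nuclear-encoded genes of oxidative phosphorylation and brown fat genes had a larger HuR-FKO to Ctrl difference in iWAT than in eWAT by a test with a preset correlation, while mitochondrially encoded genes did not. The difference itself was tested as the interaction of depot and genotype over the 12 libraries of both depots, with a positive value where the log2 fold change was larger in iWAT. Of 76 nuclear-encoded subunits of oxidative phosphorylation, 75 had a positive value, with a median of 0.28 (camera, adjusted p = 1.95e-28 with the preset and 0.560 with an estimated correlation). In eWAT alone 38 of the 76 were higher and 38 lower, with a median log2 fold change of 0.00 (adjusted p = 0.883), which was 0.06 without HuR-FKO replicate 1 and -0.08 without HuR-FKO replicate 2, each past the threshold. The 13 mitochondrially encoded subunits had a median difference of 0.05 (adjusted p = 0.282). Brown and beige markers had a median difference of 0.40 (adjusted p = 1.24e-10 with the preset and 0.0696 with an estimated correlation). Of the 13084 genes tested, limma's interaction called Elovl3 (2.31, adjusted p = 0.00895), and 180 genes were above 0 and 244 below it at an unadjusted p under 0.05. The call of Elovl3 was lost with a pseudocount of 0.1, with the replicate number as a block (limma, adjusted p = 0.0632), without Ctrl replicate 2 of eWAT and without HuR-FKO replicate 2 of iWAT. In eWAT no library exceeded 0.303 FPKM of Elovl3, so the added 1 holds its change there near 0.
Interferon-stimulated genes had a median difference of -0.11 (adjusted p = 0.368), and the list was also higher in iWAT alone, with a median log2 fold change of 0.11 (adjusted p = 3.34e-04 with the preset and 0.699 with an estimated correlation) that was -0.01 without Ctrl replicate 3 and 0.02 without HuR-FKO replicate 1 of iWAT. The median difference passed the threshold without HuR-FKO replicate 1 of eWAT (-0.14), Ctrl replicate 3 of iWAT (-0.26) or HuR-FKO replicate 1 of iWAT (-0.21). Genes of the TNF and NF-kB response were higher in eWAT, with a median of 0.11 (adjusted p = 0.0287 with the preset and 0.651 with an estimated correlation), and in iWAT, with a median of 0.10 (adjusted p = 0.0402 with the preset and 0.699 with an estimated correlation), and their median difference was -0.07 (adjusted p = 0.871). These calls were lost without any 1 of 3 libraries in eWAT (medians from 0.04 to 0.08) or 4 in iWAT (from -0.04 to 0.04). Preranked GSEA of the TNF list passed in neither depot (adjusted p = 0.1145 in eWAT and 0.0537 in iWAT). Angiogenesis genes were lower in iWAT, with a median of -0.23 (adjusted p = 0.00815 with the preset and 0.521 with an estimated correlation), against -0.11 in eWAT (adjusted p = 0.540), and the median difference was -0.11 (adjusted p = 0.0394 with the preset and 0.728 with an estimated correlation), a call lost in 5 of 12 fits that left out 1 library. Genes of hypoxia and glycolysis had a median of -0.00 in iWAT (adjusted p = 0.446) and -0.03 in eWAT (adjusted p = 0.540), and a median difference of 0.11 (adjusted p = 0.145). Of 22 genes of IL6, JAK and STAT3 signaling, 18 were lower in iWAT, with a median of -0.15 (adjusted p = 0.0836) and an adjusted p of 0.0438 from preranked GSEA, and past the threshold in camera too without Ctrl replicate 1 (-0.24) or Ctrl replicate 3 (-0.27), against a median of 0.05 in eWAT (adjusted p = 0.498). The median difference of that list was -0.27 (adjusted p = 0.00982 with the preset and 0.728 with an estimated correlation), lost in 3 of the 12 fits. Cytokines, chemokines and their receptors had a median difference of -0.24 (adjusted p = 0.0225 with the preset and 0.859 with an estimated correlation), and this call was lost in 5 of those fits.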

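The small difference in adipocyte genes was alike in sign in both white depots, and that in fatty acid oxidation genes was larger in iWAT. Of the 40 adipocyte genes, 18 had a larger log2 fold change in iWAT and 22 in eWAT, with a median difference of -0.04 (camera on the interaction, adjusted p = 0.906). Without HuR-FKO replicate 3 of iWAT this difference was -0.13 (camera, adjusted p = 0.0402), and the median in iWAT alone was -0.0022, no longer alike in sign. None of the 40 passed limma's interaction test, over all genes, adjusted over the list alone or at an unadjusted p under 0.05. Of the 29 genes of fatty acid oxidation, 27 had a larger log2 fold change in iWAT, with a median difference of 0.36 (adjusted p = 2.36e-21 with the preset and 0.0696 with an estimated correlation). Adjusted over the list alone 11 of them had a larger change in iWAT, and none over all genes, where 14 had an unadjusted p under 0.05 from limma. Genes of the tricarboxylic acid cycle and pyruvate entry had a median difference of 0.32 (adjusted p = 1.81e-11 with the preset and 0.436 with an estimated correlation). From the pathways that moved in a single depot and the adipogenesis and fatty acid metabolism pathways that moved in both, the paper concludes that HuR loss affects the depots differently and promotes adipogenesis in both.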

### HuR knockout in BAT promotes brown adipogenesis

We next investigated the role of HuR in brown adipocyte at the molecular level. We conducted RNA-seq for BAT from HuR-FKO and their control littermates. 

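Elavl1 was not lower in the brown fat libraries labelled HuR-FKO, with 7.85 ± 0.695 FPKM in Ctrl and 8.58 ± 0.574 FPKM in HuR-FKO (SD, n = 2 per group). The Ctrl libraries read 8.34 and 7.36 FPKM, and the HuR-FKO libraries read 8.98 and 8.17 FPKM. The ratio on FPKM plus 1 was 1.08 with a 95% interval from 0.840 to 1.40 (log2 fold change 0.11, adjusted p = 0.858 from limma).
Of 10944 protein-coding genes tested in BAT, 0 passed an adjusted p under 0.05 from limma, and the smallest adjusted p was 0.198. At an unadjusted p under 0.05, 316 genes were higher and 739 lower. Myl1, a myosin light chain of skeletal muscle, was at 541 ± 59.0 FPKM in Ctrl and 224 ± 7.34 FPKM in HuR-FKO and had the adjusted p of 0.198. Stk38 had a log2 fold change of 1.30 in this depot and Dlst one of -1.14.
The 4 libraries were quantified and tested as those of white fat, with the same pooling of 3 mice per library. Their estimated depth was roughly 16.7 and 16.9 M fragments in Ctrl and 16.0 and 18.1 M in HuR-FKO, with 78.6% to 81.7% of low values at a whole number of fragments. Between 10442 and 10785 protein-coding genes were above 1 FPKM. Mitochondrially encoded genes held 39.2% and 37.7% of protein-coding FPKM in Ctrl and 43.7% and 44.5% in HuR-FKO. The groups did not overlap for 41.4% of tested genes, where chance gives 33.3%. In simulated data of this design 67% of genes changed by a log2 of 1 were found. The simulated noise was independent between genes and its variances were drawn toward their median, so this share may be too high for these libraries. With the replicate number as a block 46 genes were called, 13 higher and 33 lower. That fit leaves fewer residual degrees of freedom than the 2 of the main fit. With 2 libraries per group, their correlations cannot show whether replicate numbers mark pairs.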

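Skeletal muscle genes were lower together in the BAT libraries labelled HuR-FKO. Of 50 skeletal muscle contractile and metabolic genes, 49 were lower, with a median log2 fold change of -1.19 (camera, adjusted p = 1.27e-29 with the preset and 0.416 with an estimated correlation). The preset takes these genes as nearly independent, and the estimate rests on 2 residual degrees of freedom, so both p values are uncertain. Ckm, the muscle creatine kinase gene, was at 394 FPKM in Ctrl and 154 FPKM in HuR-FKO. Mybpc1, a myosin-binding protein gene of slow muscle, was at 49.1 ± 18.9 against 16.5 ± 3.88 FPKM (SD, n = 2 per group), and Casq1, a calcium store of muscle fibres, at 56.1 ± 16.2 against 22.1 ± 2.07 FPKM. Myosin heavy chain genes lie in a cluster on chromosome 11 of mm10, where Myh2 (67171027 to 67197517) was at 23.1 ± 0.287 against 8.43 ± 2.50 FPKM and Myh1 (67200052 to 67224575) at 50.3 ± 3.90 against 21.6 ± 6.22 FPKM. Des, which encodes desmin, was at 86.4 ± 14.9 against 53.4 ± 1.63 FPKM. None passed limma's test over all genes, though some, among them Myl1 and Myh2, did with the replicate number as a block (adjusted p = 0.0195 and 0.0381), while 44 were lower and 0 higher at an unadjusted p under 0.05, and 43 fell when adjusted over the list alone. The paralogs among myosins, actins and troponins can share reads.
All 10 genes that the paper measured by real-time PCR as muscle markers (Fig. 5c) were lower, with a median of -1.22 (adjusted p = 6.71e-12 with the preset and 0.361 with an estimated correlation), and all 10 fell when adjusted over the list alone, which is not independent evidence since the study chose them. Of 4 myogenic regulators and satellite cell genes, 3 were lower, with a median of -0.18 (adjusted p = 0.259). The muscle list's median differed by 0.753 on the log2 scale between the Ctrl libraries and by 0.128 between the HuR-FKO libraries, and it was -0.79 without Ctrl replicate 1 and -1.58 without Ctrl replicate 2.

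**Figure D4:**
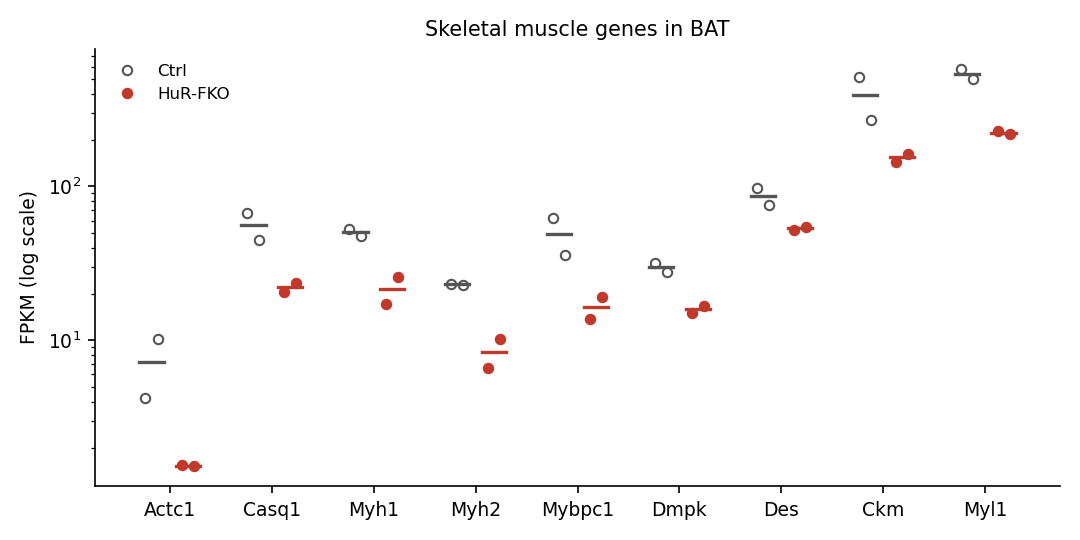
Levels in FPKM (vertical axis, log scale) of the muscle genes Actc1, Casq1, Myh1, Myh2, Mybpc1, Dmpk, Des, Ckm and Myl1 in BAT. Each point is 1 library, open for Ctrl and filled for HuR-FKO, and each horizontal line is the group mean. Mean Casq1 is 56.1 FPKM in Ctrl and 22.1 FPKM in HuR-FKO.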

GSEA analysis revealed a downregulated myogenesis pathway in HuR-FKO BAT (Fig. 5a). As brown adipocyte and skeletal muscle cells share the same precursor^28^, the downregulation of muscle markers suggested an enhanced commitment to the brown fat lineages. Real-time PCR confirmed that pan-adipogenic markers such as Fabp4, and brown fat-selective markers such as Ucp1, Pgc1α, and Fabp3 were increased in HuR-FKO BAT (Fig. 5b). Conversely, the muscle markers are significantly downregulated in HuR-FKO BAT (Fig. 5c). Western blot was conducted to confirm the increased UCP1 and PGC1α but decreased DESMIN protein levels in HuR-FKO BAT (Fig. 5d). Thus, HuR-FKO BAT developed enhanced brown adipogenesis.

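Brown fat genes were slightly higher in the BAT libraries labelled HuR-FKO, and genes of cholesterol and fatty acid synthesis were lower. Of 26 brown and beige markers, 19 were higher, with a median log2 fold change of 0.12 (camera, adjusted p = 0.00300 with the preset and 0.416 with an estimated correlation), and a preranked GSEA of the same list gave a score of the opposite sign, -0.94 (adjusted p = 0.752). Without Ctrl replicate 2 the camera call was lost, at a median of 0.04. Ucp1 was at 912 ± 320 FPKM in Ctrl and 1082 ± 116 FPKM in HuR-FKO (SD, n = 2 per group), with single libraries at 1140 and 685 FPKM against 1160 and 1000 FPKM. Fabp3 was at 360 ± 35.8 against 646 ± 6.36 FPKM and rose when adjusted over the list alone, while none of the 26 passed limma's test over all genes, apart from Fabp3 with the replicate number as a block (adjusted p = 0.0459), and 4 were higher and 1 lower at an unadjusted p under 0.05. Ppargc1a was at 7.05 ± 0.266 against 7.83 ± 1.82 FPKM, Fabp4 at 12670 ± 574 against 12120 ± 367 FPKM, and Acadm at 809 ± 74.2 against 1226 ± 31.8 FPKM (adjusted p = 0.328). Of 9 genes of Fig. 5b, 7 were higher, with a median of 0.23 (adjusted p = 0.00231 with the preset and 0.361 with an estimated correlation), and Fabp3, Acadm and Pck1 rose when adjusted over the list alone, which is not independent evidence for genes the study chose.
Of 29 genes of fatty acid oxidation, 23 were higher, with a median of 0.14 (adjusted p = 1.12e-04 with the preset and 0.361 with an estimated correlation). Of 22 genes of cholesterol synthesis and SREBP2 targets, 20 were lower, with a median of -0.49 (adjusted p = 3.28e-08 with the preset and 0.361 with an estimated correlation), and 9 fell when adjusted over the list alone, among them Sqle, at 14.8 against 7.41 FPKM. Of 23 genes of fatty acid and triglyceride synthesis, 19 were lower, with a median of -0.30 (adjusted p = 1.12e-04 with the preset and 0.361 with an estimated correlation), and Pnpla3 and Acss2 fell when adjusted over the list alone. All 5 red cell genes were higher, with a median of 0.48 (adjusted p = 1.83e-06 with the preset and 0.361 with an estimated correlation), and of 23 endothelial markers 19 were higher, with a median of 0.16 (adjusted p = 8.74e-05 with the preset and 0.361 with an estimated correlation). The paper draws on the lower myogenesis pathway, the shared precursor of brown fat and muscle, and markers by real-time PCR and western blot. From these it concludes that brown adipogenesis is enhanced in HuR-FKO BAT. Its mice with HuR deleted in brown fat alone also had smaller brown adipocytes and higher brown fat markers.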

**Fig. 5:**
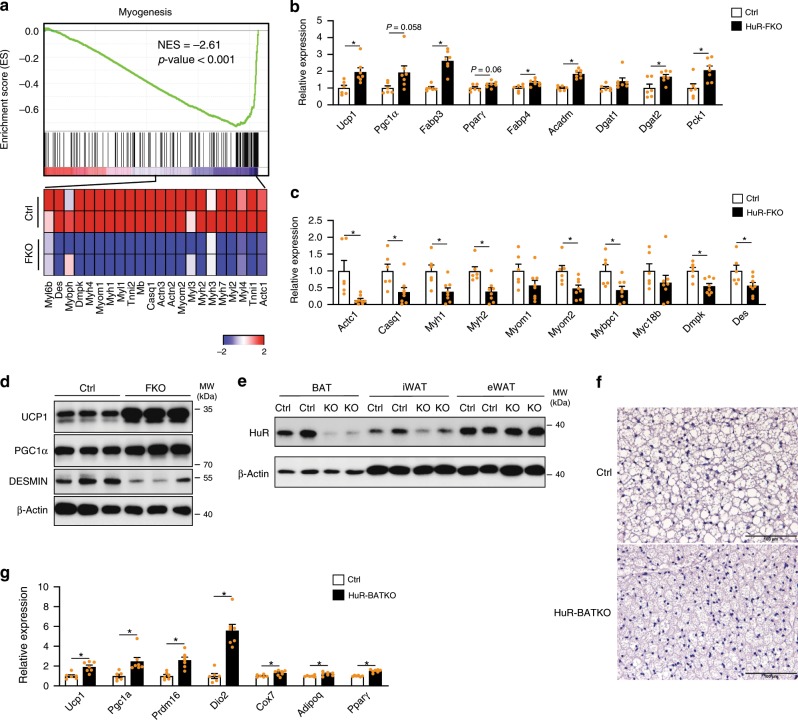
Deletion of HuR in BAT promotes brown adipogenesis. **a** GSEA on HuR-FKO and Ctrl BAT indicated that myogenesis pathway was significantly downregulated in HuR knockout BAT. **b** Real-time PCR to confirm the expression of BAT-selective markers, adipogenesis, lipogenesis (Ctrl, *n* = 6; HuR-FKO, *n* = 7), and **c** muscle markers (Ctrl, *n* = 6; HuR-FKO, *n* = 8). **d** Western blot to exam the protein level of Ucp1, Pgc1a, and Desmin in BAT from HuR-FKO and Ctrl mice. **e** Western blot analysis of HuR expression in BAT, iWAT, and eWAT of HuR-BATKO and control mice. **f** Morphological characteristics of HuR-BATKO and control littermates by H&E staining. Scale bars represent 100 μM. **g** Real-time PCR to confirm the expression of genes for BAT-selective markers and adipogenesis in BAT from HuR-BATKO and Ctrl mice (Ctrl, *n* = 6; HuR-BATKO, *n* = 7). Error bars are mean ± SEM. Statistical significance was determined by Student’s *t*-test; *p < 0.05. Source data are provided as a Source Data file.

Since HuR was deleted in all adipose tissues in the FKO mice, we wonder whether the crosstalk between different adipose depots^29^ might affect the observed BAT’s phenotypes. To test this possibility, we generated *HuR*^*flox/flox*^; *UCP1*-cre+ mice (henceforth designated as HuR-BATKO) to delete HuR specifically in BAT. Western blot was conducted to confirm the deletion efficiency (Fig. 5e). No significant differences in body weight, fat mass, and organ weights were observed (Supplementary Fig. 3a–c). Histology analysis of BAT clearly demonstrated that the brown adipocytes in HuR-BATKO mice were smaller (Fig. 5f) and brown fat markers were greatly increased in HuR-BATKO BAT (Fig. 5g). Taken together, these results indicate that deletion of HuR in BAT promotes brown adipogenesis in vivo. To test whether HuR deletion in BAT may functionally crosstalk to other fat depots, we examined the eWAT where HuR was not ablated. As expected, we did not observe any significant difference in fat organ weight and gene expression of most markers (Supplementary Fig. 3c, d). The GTT and ITT assay exhibited little change between the control and HuR-BATKO mice (Supplementary Fig. 3e, f). Thus, the functional influence of HuR knockout in BAT is not sufficient to alter systemic metabolic homeostasis.

### HuR targets and stabilizes Insig1 mRNA

To determine the mechanism underlying HuR’s function during adipogenesis, we comprehensively identified the mRNA targets of HuR by conducting RNA immunoprecipitation followed by RNA-seq (RIP-Seq) in eWAT samples. The successful HuR precipitation by HuR antibody but not IgG was confirmed by western blot (Fig. 6a). We selected 200 genes most enriched by HuR immunoprecipitation as its targets (Supplementary Data 4). Consistent with earlier reports^14,16^, the targets of HuR were highly enriched for RNA metabolism processing (Fig. 6b). As expected, most of HuR’s target mRNAs, predicted by AREsite2^30^, bore ARE signature (Supplementary Data 5).

**Fig. 6:**
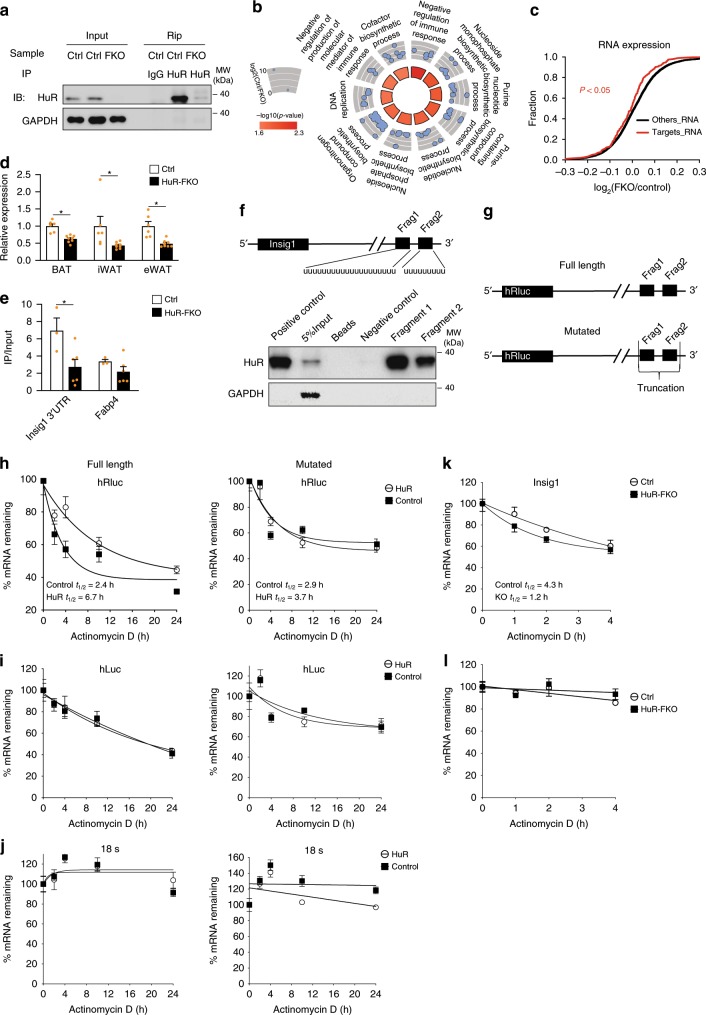
HuR targets and stabilizes Insig1. **a** Western blot to confirm the presence of HuR protein in the IP sample by anti-HuR. **b** Circle plot depicting the top 10 most significant biological processes generated using the top 200 most enriched HuR-binding genes in Ctrl. The inner circle is colored by the significance of the GO process. The outercircle represents the scatterplot of the enrichment (log_2_(Ctrl/HuR-FKO)) for all the genes found within each GO term. **c** The accumulative fraction curves were plotted for the fold changes of targets and other genes between the FKO and control samples. Kolmogorov–Smirnov test. **d** Real-time PCR to confirm the expression of Insig1 in BAT, iWAT, and eWAT (Ctrl: *n* = 6; HuR-FKO: *n* = 8). **e** RIP assay with anti-HuR in epididymal white adipose tissue lysate from the HuR-FKO and control littermates to examine the amount of Insig1 mRNA in the IP samples. Fabp4 was used as a control. 5% tissue lysate in the IP reaction was used as input (Ctrl, *n* = 3; HuR-FKO, *n* = 6). **f** RNA pull-down assay for the HuR-recognizing RNA segments in Insig1 3′UTR (detailed in Methods). **g** The diagram of a psiCHECK2 reporter with a full length Insig1 3′UTR (upper) or a mutated 3′UTR without the two HuR-binding sites (lower). **h**, **i** The plasmid diagrammed in (**g**) was co-transfected with HuR overexpression plasmid or control (XZ201) into 293 cells. Actonmycin D was added to stop the transcription, followed by real-time PCR for **h** hRluc, **i** hLuc, and **j** 18 s during a time course. The remaining fractions of hRluc mRNA at each point were fit into a first-phase decay curve to derive the RNA half-life. *n* = 6 per group. **k** Primary white preadipocytes were isolated from HuR-KFO and control animals for culture and then induced to differentiate for 5 days. Actinomycin D was added to track the decay rate. **l** 18S mRNA was used a control. *n* = 5 per group. Error bars are mean ± SEM. Statistical significance was determined by Student’s *t*-test; *p < 0.05.

To determine the effect of HuR deficiency on its targets, we performed RNA-seq to examine the expression change of these target mRNAs. We found that the HuR-targeted mRNAs, compared with other transcripts, tended to be more downregulated in the HuR knockout samples (Fig. 6c), supporting a role of HuR in stabilizing its target mRNAs. As expected, HuR targets identified in our RIP-seq analysis showed little overlapping with the genes in the upregulated GSEA pathways in Fig. 3 (Supplementary Fig. 4a–i), which suggests that the upregulated inflammatory pathways in Fig. 3 are likely due to a downstream effect from HuR’s direct targets.

To examine whether HuR may influence its targets at the translational level, we conducted ribosome profiling and quantified the ribosome protected fragment (RPF) in control and knockout eWAT (Supplementary Data 2). Quality control analysis indicated a tight correlation between sample replicates (Supplementary Fig. 5a, b) and significant RPF accumulation near the starting codon due to the pauses of the ribosome at these positions (Supplementary Fig. 5c, d). We then assessed the influence of HuR on translational efficiency calculated by the ratio between RPF and mRNA levels, but did not observe any significant alteration (Supplementary Fig. 5e). Thus, HuR may not have a major impact on the translation of its target mRNAs.

Among the top HuR targets, Insig1 mRNA was significantly depleted in three adipose tissues of HuR-FKO mice by real-time PCR (Fig. 6d) and western blot (Supplementary Fig. 6a). Previous studies have shown that Insig1 repressed adipogenesis in 3T3-L1 cells and mouse model^31,32^. Indeed, overexpression of Insig1 repressed both primary BAT and WAT cells differentiation in vitro (Supplementary Fig. 6b, c), which confirmed the repressive role of Insig1 in adipogenesis. Thus, we hypothesized that HuR may repress adipogenesis at least partially through Insig1. To test this hypothesis, we first confirmed the binding between Insig1 mRNA and HuR by performing the RIP-PCR in tissue lysates from HuR-FKO and control eWAT. We observed a significant reduction of Insig1 mRNA retrieved by HuR antibody in HuR-FKO in comparison with the control eWAT, but did not observe such a reduction for Fabp4 mRNA that did not bear putative HuR binding sites (Fig. 6e). To further identify HuR-binding sites in Insig1 3′UTR, we in vitro transcribed two Uridine-enriched RNA fragments from Insig1 3′UTR, which were predicted as HuR binding sites, and conducted RNA pull-down assay. HuR was successfully retrieved by both fragments (Fig. 6f). Together, these data demonstrate a molecular interaction between HuR and Insig1 mRNA.

To examine the effect of HuR on Insig1 mRNA stability, we cloned the Insig1 3′UTR into the downstream of hRluc segment in a psiCHECK2 plasmid (Fig. 6g upper) and then co-transfected this plasmid with HuR or XZ201 control plasmid into 293T cells. 48 h later, we added Actinomycin D to stop the transcription and harvested a time course to measure the RNA decay rate using Real-time PCR for hRluc. The half-life of hRluc mRNA was increased in the samples overexpressing HuR (HuR *T*_1/2_ = 6.7 h) compared with the control (Control *T*_1/2_ = 2.4 h) (Fig. 6h, full length), while no differences were observed for 18S mRNA and hLuc which was independently transcribed in the plasmid (Fig. 6i, j, full length). Thus, the presence of HuR can enhance the stability of a reporter transcript with Insig1 3′UTR. To test whether the mRNA stabilizing effect is due to the interaction between HuR and mRNA transcript, we removed the two HuR binding sites in the 3′UTR (Fig. 6g lower) and measured its half-life. As expected, the decay rate of the reporter messenger RNAs was not influenced by HuR protein (Fig. 6h–j mutated). These results demonstrate that HuR stabilizes the hRluc mRNA through the interaction with Insig1 3′UTR.

To further investigate the influence of HuR on Insig1 mRNA stability in adipocyte context, we used Actinomycin D to inhibit mRNA transcription in HuR-FKO white adipocyte culture and measured the decay rates for Insig1 mRNA. The successful deletion of HuR was confirmed by genotyping and real-time PCR (Supplementary Fig. 7a, b). The half-life of Insig1 mRNA decreased from 4.3 to 1.2 h in the absence of HuR (Fig. 6k), while no difference was observed for 18S mRNA (Fig. 6l). Taken together, HuR may repress adipogenesis partially by binding and stabilizing Insig1 mRNA.

To further examined the functional interactions between HuR and Insig1, we overexpressed HuR and knocked down Insig1 simultaneously during adipogenesis. Knockdown of Insig1 can indeed attenuate the pro-adipogenic effects from HuR overexpression, indicating that Insig1 is an important downstream target of HuR (Supplementary Fig. 6d).

Beside of insig1, we also examined other potential targets previously reported in other cell types. HuR was reported to promote the commitment of myoblasts to myogenesis by enhancing the translation of HMGB1 and suppressing the translation inhibition mediated by miR-1192^33^. To test whether the enhanced myogenesis pathway in KO BAT is contributed by a decrease of HMGB1, we checked the expression of Hmgb1 in BAT by real-time PCR and western blot but did not find any difference between control and knockout samples (Supplementary Fig. 8a, b). Therefore, the downregulation of muscle markers in FKO BAT is unlikely due to the downregulation of Hmgb1. In addition, Pekala group reported that HuR-targeted C/EBPβ to regulate 3T3-L1 cell differentiation process^24,25^. We conducted real-time PCR and western blot to examine C/EBPβ expression in three adipose tissues, but did not detect any change (Supplementary Fig. 8c, d), highlighting the difference between the in vitro and in vivo systems. Moreover, neither Hmgb1 nor Cebpβ was found in our HuR target candidate list (Supplementary Data 3). Taken together, these findings suggest that the interactions between HuR and its targets are likely to be cell-type specific and environment-dependent.

## Discussion

HuR is an extensively studied RBPs and its function has been determined in a variety of cell types, but its role in metabolism organs still remains unclear. Here, we described a HuR-mediated posttranscriptional regulation in adipogenesis. Knockdown of HuR promotes adipogenesis while overexpression of HuR represses adipogenesis in adipocyte cell culture. Knockdown of HuR in adipose tissue significantly increases fat mass, accompanied by glucose intolerance and insulin resistance. Mechanistically, HuR is able to repress adipogenesis by binding and stabilizing the mRNA of Insig1, a negative regulator in adipogenesis. Taken together, our work identifies HuR as an important posttranscriptional regulator of adipogenesis and provides insights into how posttranscriptional processes contribute to adipocyte development.

Adipogenesis can be largely divided into two phases. First, mesenchymal stem cells commit into adipocyte precursors; second, the adipocyte precursors undergo terminal differentiation to form mature adipocytes filled up with lipid droplets. Because AdipoQ-Cre is not expressed at the precursor stage, our knockout data indicated that HuR should influence the terminal differentiation phase. Moreover, the expression level of HuR is induced at the initial stage during in vitro adipogenesis, but declined in the later stage to facilitate lipid accumulation (Fig. 1b). Together, our results have demonstrated a repressive role of HuR in the terminal differentiation. However, it still remains unclear whether HuR may play a role in the earlier preadipocyte commitment stage.

Based on a large number of earlier studies, HuR normally exerts its function by targeting and stabilizing ARE-containing transcripts^14–16^, and in very rare cases, it may lead to destabilizing effects on its targets^34^. In our study, we indeed observed a significant decrease of HuR’s mRNA targets in the knockout adipose tissue (Fig. 6c), consistent with a transcript-stabilizing effect of HuR instead of a destabilizing function. This may seem to be contractionary to a large number of upregulated genes upon HuR knockout (Supplementary Data 3). However, the increased expression of these genes is unlikely due to the destabilization of a series of common transcriptional repressors and mRNA-instability factors in the KO tissue, because HuR, as many other RBPs, should be able to recognize and influence many other targets bearing targeting sites to exert its biological function. To explain the mechanism of a RBP, it is needed to appreciate the complex nature of RBP-targeting mechanism and not to simplify the mechanism using one or two key targets. Given the multiple biological pathways altered in HuR knockout adipose tissues, by no means, we are implying that Insig1 is the sole target and stabilizing transcript is the only effect of HuR on its targets. The phenotype of HuR deficiency in adipose tissues should probably be accounted for by multiple targets. The influence of HuR on its targets may go beyond mRNA stabilization to affect other RNA processing steps such as splicing^14,16^. Therefore, identifying HuR’s other targets and understanding how it may affect these targets will warrant further investigation.

As HuR has an RNA-stabilizing effect and its protein level significantly decreases during adipocyte maturation, we investigated whether the HuR protein downregulation may be due to a change in its messenger stability. If this hypothesis is true, the HuR mRNA should be more stable at early than late stage during the differentiation because the HuR protein is more abundant at the early stage (Fig. 1b). We conducted the Actinomycin D experiments to examine the stability of HuR transcript at day 4 and day 8, but we did not detect any difference in the decay rate of HuR mRNA (Supplementary Fig. 9a), indicating an unlikelihood that HuR controls its own expression in adipocytes by stabilizing its own transcripts. To further explore the regulation of HuR expression during adipogenesis, we examined its mRNA expression across adipogenesis by real-time PCR. The mRNA expression of HuR by-and-large matches its protein levels of HuR (Supplementary Fig. 9b). Thus, the abundance change of HuR during adipogenesis should be at least partially due to the transcriptional regulation.

Although our study has demonstrated a negative role of HuR during adipogenesis in all three adipose tissues, it should be noteworthy that the extent of the adipogenesis enhancement varies in three different depots. HuR knockout promotes adipogenesis significantly in white fat depots, which is supported by both real-time PCR and GSEA analysis (Figs. 3 and 4). However, HuR knockout in BAT only results in a mild upregulation of the examined pan-adipogenic markers (Fig. 5b), but did not alter the adipogenesis pathway in the GSEA. Thus, the adipogenic phenotype from HuR deficiency is stronger in WAT than in BAT. In addition, HuR deletion also causes depot-specific phenotypes. For instance, it results in an induced inflammation program in eWAT, an enhanced browning program in iWAT and a repressed myogenesis program in BAT. 

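No difference of the adipocyte genes as a group passed a test between the BAT libraries labelled HuR-FKO and Ctrl. Of 40 genes of adipocyte differentiation and identity, 17 were higher and 23 lower, with a median log2 fold change of -0.05 (camera, adjusted p = 0.960). With median-ratio scaling the median was 0.01, and without Ctrl replicate 2 it was 0.04. Pparg was at 115 ± 8.86 FPKM in Ctrl and 118 ± 3.52 FPKM in HuR-FKO (SD, n = 2 per group), and Pck1 at 703 ± 101 against 1062 ± 61.6 FPKM. Fabp5, a fatty acid carrier, was at 163 against 77.1 FPKM and fell when adjusted over the list alone. No member passed limma's test over all genes, apart from Fabp5 with the replicate number as a block (adjusted p = 0.0346) or without Ctrl replicate 2 (adjusted p = 0.0424), with 2 higher and 4 lower at an unadjusted p under 0.05. The triglyceride synthesis genes Dgat1 and Dgat2 were at 118 ± 16.5 against 94.9 ± 10.9 FPKM and 794 ± 136 against 924 ± 13.4 FPKM. Whether the adipocyte list differed in BAT from the white depots was not tested.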

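Each of these gene groups also had values in the other depots. Interferon-stimulated genes were higher in BAT, where 40 of 50 had a positive log2 fold change, with a median of 0.29 (camera, adjusted p = 1.63e-11 with the preset and 0.416 with an estimated correlation), and Iigp1 rose when adjusted over the list alone, at 4.95 against 16.8 FPKM. Cxcl9 was at 11.4 against 22.1 FPKM in iWAT and at 4.02 against 9.00 FPKM in BAT. Of 13 cytokines, chemokines and their receptors in BAT, 9 were higher, with a median of 0.16 (adjusted p = 0.00634 with the preset and 0.595 with an estimated correlation), a call lost without Ctrl replicate 1 (0.12) or HuR-FKO replicate 2 (0.06). Of 33 in iWAT 19 were higher, with a median of 0.02 and a mean of -0.05 (adjusted p = 0.446), and without Ctrl replicate 2 that list was higher past the threshold, at 0.22. Brown and beige markers in eWAT had a median of 0.13, with 14 of 18 higher (adjusted p = 0.0156 with the preset and 0.433 with an estimated correlation), and Cidea rose when adjusted over the list alone, at 6.45 against 15.6 FPKM. The list's call was lost without Ctrl replicate 2 (0.15) or HuR-FKO replicate 2 (0.11) of eWAT. Ucp1 was at 0.175 against 0.376 FPKM in eWAT, below the level tested. In eWAT 8 of 16 skeletal muscle genes were lower, with a median of -0.04 (adjusted p = 0.872). All 10 muscle genes of Fig. 5c were lower in iWAT, with a median of -0.57 (adjusted p = 0.0402 with the preset and 0.699 with an estimated correlation), a call lost without Ctrl replicate 3 (-0.17), HuR-FKO replicate 1 (-0.31) or HuR-FKO replicate 2 (-0.57). Differences between BAT and the white depots were not tested. The paper states that inflammation in eWAT, browning in iWAT and repressed myogenesis in BAT are specific to the depot.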

The depot-specific phenotypes of HuR knockout might be accounted for by at least two mechanisms. First, HuR might target distinct sets of transcripts in different depots. This is consistent with the readily detectable depot-specific transcriptome signature^35,36^. Second, HuR might target similar transcripts in different depots and have similar effects on these targets, but each depot may elicit a depot-specific response program in different depots. These two explanations are non-mutually exclusive. It is possible that HuR targets some depot-specific transcripts and at the same time has a common target set in the different depots that can elicit distinct responses depending on their cellular context. Nonetheless, the mechanism underlying the depot-specific phenotype is of interest for the future study.

## Methods

### Ethics statement

The human fetal BAT is a generous gift from Zen-Bio Inc. Human fetal BAT was obtained from Advanced Bioscience Resources (Alameda, CA) from deceased donors as approved under exemption 4 in the HHS regulations (45 CFR Part 46). ABR follows established procedures for written informed parental consent. Zen-Bio conducted basic research in accordance with NIH guidelines and the Federal Provisions Pertaining to Research Use of Human Fetal Tissue by NIH Investigators. Zen-Bio’s research related to human tissues is approved under its Institutional Review Board (IRB) through PearlIRB. We have complied with all relevant ethical regulations for work with human samples.

### Animal studies

*HuR*^*flox/flox*^ mice were originally purchased from the Jackson Laboratory and subsequently bred in house. The *adiponectin*-Cre and *Ucp1*-Cre transgenic mice were gifts from Dr. Evan Rosen at Harvard University. *HuR*^*flox/flo*x^ mice were backcrossed with C57BL/6 mice for two generations and then used to cross adiponectin-Cre mice to generate AdipoQ-Cre;HuR^f/+^ mice. Heterozygous *AdipoQ*-Cre;*HuR*^*f/+*^ were then crossed with *HuR*^*f/f*^ to produce homozygous *AdipoQ*-Cre;*HuR*^*f/f*^. *AdipoQ*-Cre;*HuR*^*f/f*^ were further bred with *HuR*^*f/f*^ mice to generate *AdipoQ*-Cre;*HuR*^*f/f*^ (HuR-FKO) and littermate *HuR*^*f/f*^ controls (Ctrl) for experiments. The strategy of *Ucp1*-Cre;*HuR*^*f/f*^ (HuR-BATKO) mice generation is similar as *AdipoQ*-Cre;*HuR*^*f/f*^. All mice were kept under specific pathogen-free conditions in the animal vivarium at Duke-NUS Medical School. All animal experimental protocols were approved by the Singapore SingHealth Research Facilities Institutional Animal Care and Use Committee. All relevant ethical guidelines for animal testing and research were followed.

EchoMRI was used to measure fat and lean mass. For glucose tolerance tests (GTT), mice were fasted overnight, followed by intraperitoneal glucose injection (2 g/kg). For the insulin tolerance test (ITT), human insulin (Sigma-Aldrich) was injected (1 unit/kg) to randomly fed mice.

For the in vivo insulin signaling study, HuR-FKO mice were fasted for 6 h at room temperature. The mice were injected with insulin (1 U per kg body weight) and sacrificed after 5 min. Epididymal white adipose tissue was collected to check P-AKT and AKT levels.

Tissues were fixed in 10% formalin and embedded in paraffin. Slides were stained with H&E or immunostained with F4/80 antibody (Bio-Rad, MCA497).

### Human and mouse preadipocyte culture

Human primary interscapular brown preadipocytes and subcutaneous white preadipocytes (SP-F-1) were obtained from Zen-Bio Inc. All the human cells were cultured and differentiated as described in our earlier studies^26,37^ with minor modifications. Briefly, preadipocytes were plated in DMEM supplemented with FBS 10%, penicillin and streptomycin (1:100), and amphotericin B (1 μg/ml). Once cells reached confluence, they are induced to differentiate using differentiation medium (DMEM, FBS 10%, IMBX 0.25 mM, dexamethasone 0.5 mM, insulin 850 nM, indomethacin 100 μM, rosiglitazone 1 μM, penicillin and streptomycin (1:100), and fungizone/amphotericin B (1 μg/ml). Cells were incubated in differentiation medium for 7 days after which the medium was changed to maintenance medium (DMEM, FBS 10%, insulin 160 nM, peniclillin and streptomycin (1:100), and fungizone/amphotericin B (1 μg/ml). Cells were maintained in this manner with mediumchanged every 2 days.

Primary mouse brown and white preadipocytes were isolated from 3- to 4-week-old C57BL6 mice. Preadipocytes isolation, culture and differentiation were conducted as previous studies with minor modifications^13,36,38^. Briefly, interscapular BATs or iWATs from ~3-week-old mice were minced, and digested in 0.2% collagenase, which were subsequently filtered by 40 μm cell strainer and centrifuged to collect stromal vascular fraction (SVF) cells in the pellets. SVF cells were cultured for downstream experiments. Primary SVF cells were cultured in DMEM with 5% new-born calf serum and 5% FBS until confluence. Cells were induced to differentiate for 2 days with DMEM containing 10% FBS, 850 nM insulin (Sigma), 0.5 μM dexamethasone (Sigma), 250 μM 3-isobutyl-1-methylxanthine, phosphodiesterase inhibitor (IBMX, Sigma), and 1 μM rosiglitazone (Cayman Chemical). The induction medium was replaced with DMEM containing 10% FBS and 160 nM insulin for 2 days. Then cells were incubated in DMEM with 10% FBS.

### Retrovirus transduction

293T cells (ATCC) for retroviral packing were cultured in DMEM containing 10% FBS (HyClone). The retroviral vector pSUPER (Oligoengine) was used to generate short hairpin (sh)RNAs to infect preadipocytes; XZ201 vector^13^ was used to overexpress HuR for gain-of-function studies. All of the retroviruses were packaged in 293T cells with the pCL-eco (IMGENEX/RetroMax) packaging vector for mouse preadipocyte infection and with pCL-10A (IMGENEX/RetroMax) packaging vector for human preadipocyte infection. X-tremeGENE9 Transfection Reagent (Roche) was used for plasmid transfection according to the manufacturer’s instructions. Retroviruses were used to transduce preadipocytes in the presence of 4 mg/mL Polybrene (Sigma-Aldrich), followed by induction of differentiation.

### Quantitative real-time PCR and western blot

Total RNA from mouse tissues was extracted with miRNeasy Mini Kit (Qiagen). RT-PCR was performed using M-MLV Reverse Transcriptase kit (Promega) with random primers. Real-time PCR was performed on ViiA^Tm^7 system (Applied Biosystems) using SYBR Green PCR Master Mix (Bioline). Gene expression was quantified by the comparative threshold cycle (ΔΔCT) method and results were normalized to the expression of Rpl23 RNA. The primers for Real-time PCR are listed in Supplementary Data 1. Western blotting was performed to detect target proteins using HuR (1:1000, sc-5261, Santa Cruz Biotechnology), GAPDH (1:5000, ab8245, Abcam), UCP1 (1:2000, ab10983, Abcam), PGC1α (1:1000, sc-13067, Santa Cruz Biotechnology), DESMIN (1:1000, MA1-06401, Thermo Fisher Scientific), CIDEA (1:1000, sc-366814, Santa Cruz Biotechnology), phosphorylated (p)-AKT (1:1000, 4058S, Cell Signaling), AKT (1:2000, 9272S, Cell Signaling), INSIG1 (1:1000, sc-98984, Santa Cruz), C/EBPbeta (1:2000, ab32358, Abcam), HMGB1 (1:1000, ab79823, Abcam), and Beta-Actin (1:5000, A1978, Sigma-Aldrich) antibodies.

### RNA immunoprecipitation

Tissue lysates were prepared from eWAT of Ctrl and HuR-FKO in lysis buffer (Tris, pH 7.4 20 mM, MgCl_2_ 5 mM, NaCl 150 mM, GA-630 1%, DTT 1 mM, heparin 0.50 mg/ml, SUPERaseIn 0.2 unit/μl). The subsequential RNA immunoprecipitation (RIP) was performed using the Magna RIP kit (Merck Millipore) according to the manufacturer’s instruction. RNA samples retrieved from anti-HuR were used for RNA-seq.

### RNA pull-down

RNA pull-down was performed according to our published protocol with minor modifications^13,39^. The mouse eWAT lysate was prepared as described in RNA Immunoprecipitation above. Segments in 3′UTR as shown in the diagram (Fig. 6f) were cloned for in vitro transcription to generate RNA fragments which were used for RNA pull-down assay in eWAT lysate. An AU-enriched ~100 nt fragment from androgen receptor was used as a positive control. Biotin-labeled RNA fragments were generated using a MEGAscript kit (Life Technologies) in the presence of biotin-CTP (Thermo Fisher Scientific) and purified with NucAway spin columns. The biotin-labeled fragments were conjugated with Dynabeads and incubated in tissue lysate for 3 h at 4 °C. Dynabeads were washed with washing buffer three times (Tris 20 mM, pH 7.4, MgCl_2_ 5 mM, NaCl 150 mM, GA-630 0.05%) and boiled in western blot loading buffer for 5 min at 95 °C. The retrieved proteins were visualized by immunoblotting.

### Ribosome profiling and data analysis

For ribosome profiling, eWAT from control and KO mice were homogenized with pestle and mortar in the presence of liquid nitrogen. The homogenized powder was transferred into 1.5 ml tubes and lysed with 1 ml lysis buffer (1% NP-40, 200 mM KOAc, 25 mM K-HEPES pH 7.2, 14 mM MgCl, and 4 mM CaCl_2_). Samples were incubated on ice for 5 min and centrifuged at 9000 × *g* in a benchtop centrifuge at 4 °C for 10 min. The fat layer on top was removed and the 300 μl supernatant was collected. Following steps were conducted according to a published protocol^40^.

### RNA decay analysis

293 cells or adipocyte cultures were treated with 5 mg/mL actinomycin D (Sigma-Aldrich) and harvested RNA at different times as indicated in the figures. The same proportion of RNA was taken at different time points for real-time PCR. CTs from each sample were used to calculate the remaining percentage of mRNA at each point. These data are fit into a first-phase decay model to derive mRNAs’ half-life, *Y*_*t*_ = (*Y*_0_−Plateau)*exp(−*k*_decay_*t) + Plateau with *Y*_*t*_ representing the remaining percentage at a given time, *Y*_0_ representing the initial amount of RNA, *t* representing time after transcription inhibition, and *k*_decay_ indicating the rate constant.

### RNA-seq analysis

3 HuR-FKO and 3 Control samples were used for eWAT and iWAT RNA-seq. 2 HuR-FKO and 2 Control samples were used in BAT RNA seq. The RNA of each sample was pooled from three individual animals. Strand-specific RNA-seq libraries were prepared using NEBNext Ultra RNA Library Prep Kit for Illumina and sequenced on the Illumina Hiseq4000 platform. The paired-end reads for BAT, eWAT, and iWAT were aligned against mm10 using Tophat v2.0.11^41^. The aligned files were passed into Cufflinks-2.1.1 for gene quantification into FPKM units. For each tissue, the average FPKM values were evaluated for both HuR-FKO and Ctrl groups. Protein-coding genes with low expression (Average FPKM ≤ 1) in both groups were removed from all downstream analyses.

### Gene set enrichment analysis

Protein-coding genes were first pre-ranked by log2(HuR-FKO/Ctrl) expression changes for each tissue and loaded into GSEA to identify enriched biological process by comparing against “Hallmarks” gene sets in MSigDB using default parameters. All the sequencing data generated in this study have been deposited in GEO database (GSE124280).

### Statistical analysis

Data are presented as mean ± SEM. Statistical significance was assessed using the unpaired, two-tailed Student *t* test. Statistical significance for samples with more than two groups was determined by one-way ANOVA. The distribution difference between different cumulative curves was determined by Kolmogorov–Smirnov test. *P* values of <0.05 were considered to be significant.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

## Data Availability

All generated sequencing data have been deposited into GEO database with accession number GSE124280. All data are available from the corresponding author upon reasonable request and that a Source Data file is available for this article.

## Source data

Source Data

# Supplementary material for: The RNA-binding protein HuR is a negative regulator in adipogenesis
**Source:** Nat Commun. 2020 Jan 10;11:213. doi: 10.1038/s41467-019-14001-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: qPCR Primer sequences.

File name: Supplementary Data 2

Description: Ribosome protected fragment from Control and FKO mice.

File name: Supplementary Data 3

Description: The gene expression of HuR targets

File name: Supplementary Data 4

Description: HuR immunoprecipitation followed by RNA sequencing.

File name: Supplementary Data 5

Description: AU-rich elements (ARE) presentation in HuR targets.

File name: Supplementary Data 6

Description: Oligos for cloning.

How the deposited data were processed for this re-analysis (not part of the article)

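RNA was sequenced by the authors from epididymal (eWAT), inguinal (iWAT) and brown (BAT) fat of fat-specific HuR knockout mice (HuR-FKO, Adipoq-Cre with a floxed Elavl1 gene) and floxed littermate controls (Ctrl). The 16 libraries comprised 3 Ctrl and 3 HuR-FKO in eWAT, 3 and 3 in iWAT, and 2 and 2 in BAT, each made from RNA pooled from 3 mice. The authors aligned paired-end reads to mm10 with TopHat 2.0.11 and computed FPKM for each gene and library with Cufflinks 2.1.1. No further scaling between libraries is stated. The release of the gene annotation is not named in the paper's text. The libraries were matched to groups from their labels and from the table's column names.

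The table holds 38396 rows for 38371 gene IDs, of which 36464 were found in GENCODE vM21 and 21110 are protein-coding there. FPKM gives no counts. An estimate of depth came from low values of genes with 1 annotated transcript of at least 3000 bases, with an assumed fragment length of 200, since such values fall at whole numbers of fragments, and a tolerance of 0.05 on the log2 scale was allowed. The summed FPKM of all genes varied from 719411 to 12928419 between libraries and that of protein-coding genes from 578835 to 676812, so protein-coding genes were analysed.

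Genes with a mean above 1 FPKM in at least 1 of the compared groups were kept, the minimum that the paper's methods give. Values were taken as log2(FPKM + 1). Each depot was fitted separately with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), two-sided, and p values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The difference between eWAT and iWAT was tested as the interaction of depot and genotype over 12 libraries. A log2 fold change is HuR-FKO minus Ctrl. An exact permutation test of 3 against 3 libraries cannot give a p under 0.10, so no such test was used for single genes.

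The Hallmark gene sets of the paper's GSEA were not used. Instead 45 lists were used, and the lists, comparisons, tests and alternatives were fixed before the data were examined, apart from those named as chosen later. They were written by hand from general knowledge, apart from lists of genes that the paper measured by real-time PCR, which were taken from its Source Data. A list with at least 3 kept genes was tested with camera of limma, with a preset correlation between genes of 0.01, and adjusted over the lists of a depot. This preset takes genes of a list as nearly independent, so its p may be too small for genes that move together. No list passed with a correlation estimated from the libraries, in any depot or in the interaction. That estimate rests on few residual degrees of freedom (4 in eWAT and iWAT, 2 in BAT, 8 in the interaction). Its power was not simulated. Preranked GSEA used fgsea 1.28.0 on the log2 ratio of group means. HuR targets were the 200 listed in the paper's Supplementary Data 5, chosen by the paper from immunoprecipitation of HuR in eWAT.

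Genes named in the text were Elavl1 and its paralogs, genes the paper names, genes past the threshold, and within each list those with the largest changes past the threshold or the smallest p. Genes the paper names had been seen in the paper before this rule was written. Agpat2, Ckm, Csf1, Klrb1c, Scd1, Hsd11b1, Fmo4, Mcur1, Synpo2 and Eif4a2, and the genes shown in figures outside this rule, were chosen after their values were seen. Results of a few single genes are not reported here.

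The procedure was tested on simulated data made from the libraries, in which genes were given known changes. Noise was drawn independently for each gene, with its variance averaged with the median variance, so the shares found may be too high for the real libraries. Of genes changed by a log2 of 1, 94.8% were found in eWAT, 92.9% in iWAT, 67% in BAT and 70.7% in the interaction, and 3.1%, 3.6%, 5.3% and 6.6% of calls were false. Alternatives were a pseudocount of 0.1, no minimum of FPKM, median-ratio scaling, all genes in place of protein-coding genes, the replicate number as a block, all 16 libraries in 1 fit, a fold change of at least 1.5, eBayes without a trend, an estimated correlation, preranked GSEA, HuR targets against other genes matched on mean expression, and leaving out each library in turn. The correlation of same-numbered Ctrl and HuR-FKO libraries across genes, after group means were removed, was 0.249, -0.267 and -0.083 in eWAT, 0.079, 0.022 and 0.385 in iWAT, and 0.393 for both pairs in BAT, where groups of 2 make the pairs equal. Pairs with different numbers reached 0.343 in eWAT and 0.354 in iWAT, so the libraries were not treated as paired. Same-numbered Ctrl libraries of eWAT and iWAT correlated at 0.242, 0.277 and 0.194, and those with different numbers at -0.074 or lower, while HuR-FKO libraries correlated at 0.071, 0.048 and 0.226 and with different numbers at up to 0.102, so mice shared between these depots are not excluded, while the interaction treats the libraries as independent. Experiments other than this RNA-seq were not analysed here.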

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

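The tests of Elavl1, of muscle in BAT, of strain variants and of HuR targets among lower genes, and the sorting of regroupings by the depots they keep, were chosen only after the result was seen, while the test of HuR targets among all shared genes and the splits of the libraries were chosen earlier. The set of shared genes itself comes from a comparison across depots that was chosen after the values were seen.

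Genes the paper does not discuss passed the threshold in eWAT, with log2 fold changes of 1.63 for Stk38, 1.70 for Gm20458, 1.85 for Smyd1, -0.94 for Dlst and -0.95 for Tnpo2, and in iWAT, with 1.28 for Zfp949, 1.49 for Clstn3, 1.07 for Stk38 and -1.49 for Retnlg. Of the 10 splits of the 6 libraries into 3 and 3, the real one included, only the real split called 5 genes, in eWAT (highest other 1) and in iWAT (highest other 1). The counts of splits below include the real split too, and with 10 splits no share can be under 0.05. The same holds for the lists, where the number of splits with a median as far from 0 was 3 for adipocyte genes in eWAT (real 0.14, highest other -0.15), 1 for interferon-stimulated genes (0.17, other 0.15), 1 for cytokines and chemokines (0.19, other 0.13), 6 for adipocyte genes in iWAT (0.078, other 0.15), 1 for fatty acid oxidation (0.49, other 0.26), 2 for oxidative phosphorylation (0.27, other -0.29) and 1 for brown and beige markers (0.54, other 0.35). For HuR targets minus other genes it was 5 in eWAT (-0.015, other 0.044) and 9 in iWAT (-0.0026, other -0.028).

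Between iWAT and eWAT the change of Elovl3 differed by 2.31 on the log2 scale in limma's interaction. Elovl3 was near the floor in eWAT, at 0.303 FPKM or less, so this value rests on its rise in iWAT. Lists whose change differed, by camera with the preset correlation, were fatty acid oxidation (0.36), the tricarboxylic acid cycle (0.32), oxidative phosphorylation (0.28), brown and beige markers (0.40), B cells (0.27) and the cell cycle (0.17), which were higher in iWAT, and cytokines and chemokines (-0.24), IL6, JAK and STAT3 signaling (-0.27), angiogenesis (-0.11), extracellular matrix (-0.26), preadipocytes (-0.26), skeletal muscle (-0.85) and Schwann cells (-0.48), which were lower. None of these lists passed with an estimated correlation (adjusted p from 0.0696 to 0.859 in limma's camera). Genotype was regrouped within each depot separately, which ignores mice that the depots may share. The 100 regroupings include the real one. Chance was not excluded for any difference tested by these 100 regroupings. As many genes were called in 19 of them (real 1, highest other 25), and a median as far from 0 came up in 13 for oxidative phosphorylation (real 0.28, highest other 0.41), 11 for fatty acid oxidation (0.36, other 0.55), 20 for brown and beige markers (0.40, other 0.71), 63 for interferon-stimulated genes (-0.11, other 0.55), 42 for cytokines and chemokines (-0.24, other 0.66) and 83 for adipocyte genes (-0.037, other -0.30). Of the 100, 22 kept the real grouping in 1 depot, and so carry its genotype difference, and 77 kept it in none. Of those 77, as many genes were called in 5, and a median as far from 0 came up in 7 for oxidative phosphorylation, 0 for fatty acid oxidation (highest -0.35), 7 for brown and beige markers, 50 for interferon-stimulated genes, 35 for cytokines and chemokines and 68 for adipocyte genes. The regrouping that called 25 genes kept the real grouping in 1 depot, while 1 that kept it in none called 16, which points to a structure of the samples that genotype may be part of, since any other split of 3 and 3 leaves 2 of 3 libraries together.

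Elavl1 was not lower in the libraries labelled HuR-FKO in any depot. The 95% intervals of its ratio, whose bounds were 0.909 and 1.26 in eWAT, 0.903 and 1.34 in iWAT and 0.840 and 1.40 in BAT, reach neither the paper's real-time PCR ratios nor their inverse (2.43 or more), so its own value does not tell exchanged from correct labels, while other real-time PCR ratios of the paper run the way the labels say, such as 9.83 for Elovl3 in iWAT (8.17 here) and those of the 10 muscle genes in BAT, all lower here too. A lack of the Cre transgene and an exchange of the labels are both argued against by 5 genes beside Adipoq on chromosome 16, if the transgene carries DNA that flanks Adipoq, which the paper's text does not state: their mean log2 fold change of 0.57 in favour of the libraries labelled HuR-FKO was as far from 0 in 0.225% of 1775 other windows and as high in 0%. Of these genes Eif4a2 was at 193 FPKM in Ctrl and 276 FPKM in HuR-FKO in eWAT, 232 and 315 FPKM in iWAT, and 160 and 190 FPKM in BAT (a smaller change than in the white depots), while St6gal1 did not move in 1 direction (-0.20, 0.11 and 0.09). Transcript outside the deleted part that is still counted remains open, as the lowest ratio was 1.07 and values of single exons are not in the table. A share of Elavl1 from cells other than adipocytes was not tested here. The paper's real-time PCR on adipose tissue, in samples whose relation to these pools is not stated, measures that share too. Its ratios were still 0.412 in eWAT and iWAT and 0.187 in BAT, which argues against such a share as the sole cause.

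Skeletal muscle genes were lower in the BAT libraries labelled HuR-FKO. Muscle left on the depot in differing amounts may contribute, since the median of the muscle list differed by 2.07 on the log2 scale between iWAT libraries of 1 genotype. Between the groups in BAT it was -1.19, while it differed by only 0.753 between the Ctrl and 0.128 between the HuR-FKO libraries of BAT. The paper also found its 10 muscle markers lower by real-time PCR, with ratios from 0.140 to 0.649, and less DESMIN protein. Its text does not state whether those samples came from the mice of these pools. If they came from other mice, these values argue against a chance difference between the pools alone. A shift of shared precursors toward brown fat, which the paper proposes, remains open too. The paper states elsewhere that Adipoq-Cre is not expressed in precursors, and marker lists in whole BAT do not measure precursor commitment. Brown and beige markers in BAT had p = 0.146 with an estimated correlation in limma's camera. With the preset correlation they were higher (adjusted p = 0.00300), while preranked GSEA gave a score of the opposite sign (-0.94) and adipocyte genes did not rise (median -0.05, adjusted p = 0.960). With 2 libraries per group in BAT, muscle left on the depot and a shift of precursors cannot be told apart.

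In all 3 depots 59 genes changed in 1 direction at an unadjusted p under 0.05. Strain variants inherited with the genotype may contribute. Both groups were littermates homozygous for the floxed gene, so variants beside that gene would not follow the genotype, while those near the Cre transgene would. The genes formed 9 neighbour pairs within 5000000 bases where random genes gave 8.87 (permutation p = 0.504), which leaves single variants open. Loss of HuR from mRNAs that it binds is a candidate explanation for a few, since 4 of the 59 are among the HuR targets (Fisher's exact test, one-sided, p = 0.0231). Of these Dlst, Mcur1 and Synpo2 were lower, while Alas2, a red cell gene, was higher in each depot (0.99, 0.59 and 0.53), as the other red cell genes were, which loss of a stabilizing protein does not account for. Among the 36 lower genes alone, 3 are targets (Fisher's exact test, one-sided, p = 0.0281). The paper gives the enrichment of its targets as Ctrl over HuR-FKO in eWAT. A gene lower in HuR-FKO tissue may thus be picked as a target, so neither test is independent support for loss of binding.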

How the results depend on the processing

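No alternative below was chosen after the results were seen. The number of genes changed was 5 in eWAT, 5 in iWAT, 0 in BAT and 1 in the interaction of depot and genotype. In eWAT it was 2 with no minimum of FPKM, 0 with a replicate block, 28 with all 16 libraries in 1 fit, 3 with eBayes without a trend, 5 with all genes, of which 1 is among the 5 above, and from 1 to 6 when libraries were left out in turn. In iWAT it was 3 with a pseudocount of 0.1, 0 with no minimum, 3 with median-ratio scaling, 10 with all genes, of which 2 are among the 5 above, 0 with a replicate block, 37 with all 16 libraries, and from 0 to 5 when libraries were left out. In BAT it was 6 with all genes, 46 with a replicate block, 71 with all 16 libraries, and from 0 to 136 when libraries were left out, the last without Ctrl replicate 2, where the lone Ctrl library is assumed to vary like the other group. In the interaction it was 0 with a pseudocount of 0.1, 3 with no minimum, 5 with all genes, 0 with a replicate block, and from 0 to 2 when libraries were left out. The cause of these changes was not tested. Pairing by replicate number was not seen in eWAT and is not excluded in iWAT and BAT.

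With an estimated correlation none of the main lists kept its call. Their medians do not depend on the correlation, and were 0.14 for adipocyte genes, 0.17 for interferon-stimulated genes and 0.19 for cytokines and chemokines in eWAT, 0.078 for adipocyte genes, 0.49 for fatty acid oxidation, 0.27 for oxidative phosphorylation and 0.54 for brown and beige markers in iWAT, -1.19 for skeletal muscle in BAT, and 0.36 for fatty acid oxidation, 0.28 for oxidative phosphorylation, 0.40 for brown and beige markers and -0.24 for cytokines and chemokines in the interaction. Preranked GSEA gave 1.56 for adipocyte genes in eWAT, without a call, and -0.94 for brown and beige markers in BAT, opposite in sign to their median. The other main lists called in a depot by camera with the preset also passed in preranked GSEA, whose p comes from permutation of genes. Their adjusted p ranged from 1.33e-19 for oxidative phosphorylation in iWAT to 0.0442 for cytokines and chemokines in eWAT. For the 3 myogenic regulators in iWAT preranked GSEA gave -1.46 (adjusted p = 0.0439). That is opposite in sign to their median (0.066) but not to their mean (-0.17). With median-ratio scaling the median in BAT was 0.0074 for adipocyte genes and 0.017 for HuR targets, neither of which was called.

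When libraries were left out in turn, the medians of interferon-stimulated genes (0.14 to 0.24) and of cytokines and chemokines (0.13 to 0.31) in eWAT, of fatty acid oxidation (0.42 to 0.54), oxidative phosphorylation (0.21 to 0.36) and brown and beige markers (0.50 to 0.70) in iWAT, and of skeletal muscle in BAT (-1.59 to -0.79) kept their sign and call with the preset correlation, as did the depot differences of fatty acid oxidation (0.29 to 0.42), oxidative phosphorylation (0.20 to 0.37) and brown and beige markers (0.33 to 0.47). Those of adipocyte genes changed in sign or call, with 0.079 to 0.21 in eWAT, -0.0022 to 0.16 in iWAT, -0.089 to 0.045 in BAT and -0.13 to 0.042 for the depot difference. Depot differences ranged from -0.26 to 0.045 for interferon-stimulated genes and from -0.41 to -0.092 for cytokines and chemokines. Among other lists that changed sign, those with a call on either side ranged in eWAT from -0.080 to 0.057 for oxidative phosphorylation and from -0.12 to 0.11 for cholesterol synthesis, and in iWAT from -0.0079 to 0.23 for interferon-stimulated genes, -0.041 to 0.24 for the TNF response, -0.21 to 0.72 for B cells, -0.094 to 0.11 for cholesterol synthesis, -0.16 to 0.30 for T cells and -0.14 to 0.045 for smooth muscle. In BAT they ranged from -0.21 to 0.15 for oxidative phosphorylation, -0.82 to 0.86 for granulocytes and mast cells and -0.60 to 0.35 for extracellular matrix, and for the depot difference from -0.21 to 0.17 for lipid synthesis, -0.094 to 0.11 for endothelial markers, -0.18 to 0.69 for B cells and -0.015 to 0.19 for the genes of Fig. 5b. The cause of these changes was not tested. The depth estimated from low values limits the precision of genes near 1 FPKM.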

Differences from the paper's values

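The paper's values here are real-time PCR ratios of HuR-FKO to Ctrl, computed from its Source Data with an SEM, and the values beside them are ratios of mean FPKM. The paper's text does not state whether its real-time PCR samples came from the mice of the pooled libraries. A pair was counted as different when the ratios differed by more than the larger of the paper's SEM and the SD here and by more than 1.5-fold, a rule that leaves out smaller differences, some of them opposite in direction. Of 62 pairs compared, 25 differed. Alternatives set before the data were examined were median-ratio scaling and leaving out each library, and the difference remained under all of them except where named.

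For Elavl1 the paper's ratio is 0.412 in eWAT against 1.08 here, 0.412 in iWAT against 1.11, and 0.187 in BAT against 1.09. The paper's Source Data hold the same values for eWAT and iWAT. In eWAT the paper's ratio is 1.40 for Lep against 0.673, 2.12 for Retn against 0.747, 2.18 for Itgam against 0.811, 0.490 for Insig1 against 0.833, and 1.67 for Hoxc9 against 1.06, the last not differing without Ctrl replicate 1 or without HuR-FKO replicate 3. In iWAT the paper's ratio is 1.62 for Pparg against 0.960, 2.16 for Cebpa against 1.11, 1.96 for Adipoq against 1.01, 2.01 for Lpl against 1.09, 1.99 for Lipe against 1.22, 1.79 for Slc2a4 against 1.03, 2.07 for Hoxc9 against 1.02, 1.79 for Tnfrsf9 against 0.798, 1.85 for Cd40 against 1.00, and 0.437 for Insig1 against 0.754. It is 1.70 for Fabp4 against 1.07, not differing without HuR-FKO replicate 2, 1.44 for Ppargc1a against 0.839, not differing without Ctrl replicate 1, and 1.24 for Tmem26 against 0.770, not differing without Ctrl replicate 2 or without HuR-FKO replicate 3. In BAT the paper's ratio is 1.41 for Dgat1 against 0.807, 1.96 for Ucp1 against 1.19, not differing without Ctrl replicate 1, 1.93 for Ppargc1a against 1.11, not differing without HuR-FKO replicate 1, and 0.649 for Myo18b against 0.362, not differing without Ctrl replicate 1 or without HuR-FKO replicate 1. For genes of at least 1 FPKM other than Insig1 and Elavl1 the direction was alike for 13 of 18 genes in eWAT, 15 of 19 in iWAT and 17 of 19 in BAT, and it was alike for Insig1 and opposite for Elavl1 in each depot.

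The paper states that interferon and TNF responses were induced in eWAT and not in iWAT. Here both lists were higher in both depots with the preset correlation and in neither with an estimated one (adjusted p = 0.360 and 0.651 in eWAT and 0.699 for both in iWAT from limma's camera), and in iWAT their medians were -0.0079 and -0.041 without Ctrl replicate 3. In preranked GSEA, the paper's method, the interferon list passed in both depots (adjusted p = 2.7e-04 in eWAT and 0.0147 in iWAT). The TNF list passed in neither by that method (adjusted p = 0.1145 in eWAT and 0.0537 in iWAT). The depot difference had an adjusted p of 0.368 for interferon-stimulated genes and 0.871 for the TNF response in limma's camera. The interferon difference passed without eWAT HuR-FKO replicate 1, without iWAT Ctrl replicate 3 and without iWAT HuR-FKO replicate 1. The paper states that hypoxia and IL6, JAK and STAT3 signaling were repressed in iWAT. Here neither list passed in camera (adjusted p = 0.446 and 0.0836), while preranked GSEA of the second gave an adjusted p of 0.0438 and camera passed it without iWAT Ctrl replicate 1 or replicate 3. The paper places Ucp1, Dio2, Fabp3 and Elovl3 among the most changed genes in iWAT. Here Elovl3 passed, Ucp1 and Fabp3 passed only with all 16 libraries in 1 fit (adjusted p = 0.00184 and 0.0214 from limma), and Dio2 passed in neither. In that fit the paper's markers Cpt1b and Acadm also passed.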

Other observations

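The comparison across depots below was chosen only after the values were seen, and the test of all HuR targets earlier.

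Changes were partly shared between depots. Across 10592 genes tested in every depot, which are not independent replicates, Pearson's r of the log2 fold changes was 0.44 between eWAT and iWAT, 0.30 between eWAT and BAT, and 0.36 between iWAT and BAT. An unadjusted p under 0.05 in all 3 depots was found for 64 genes, where 6.09 were expected from the depots' shares, and 59 of them had 1 direction, where chance gives 25%. Both figures assume that the depots are independent, and same-numbered Ctrl libraries of eWAT and iWAT correlated at 0.242, 0.277 and 0.194 after group means were removed (HuR-FKO 0.071, 0.048 and 0.226, where pairs with different numbers reached 0.102), so mice shared between depots would make such genes more frequent. Of the 59, 23 were higher and 36 lower. In the order eWAT, iWAT and BAT, log2 fold changes were -0.96, -0.62 and -1.57 for Hsd11b1, which activates glucocorticoids, -0.66, -0.92 and -1.48 for Pnpla3, 0.87, 0.83 and 1.02 for Fmo4, and -0.95, -0.44 and -1.14 for Tnpo2. Near-identical gene copies such as those of Hist1h4 are among them, and 55 remain when such copies are counted once. Red cell genes, which also share reads between copies, were higher in every depot.

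HuR targets as a group did not move apart from other genes. The 195 measured targets had a median log2 fold change of -0.024 in eWAT, -0.039 in iWAT and -0.038 in BAT, against -0.0086, -0.037 and -0.047 for other genes. A two-sided Kolmogorov-Smirnov test across genes, which are not independent replicates, gave p = 0.267, 0.763 and 0.816 (n = 195 targets and n = 12134, 12510 and 10749 other genes). In limma 1 target, Dlst, was lower in eWAT past the threshold. The paper reports from a Kolmogorov-Smirnov test (Fig. 6c) that its targets tended to be lower in the knockout, which was not seen here. The targets were picked in eWAT, so iWAT and BAT are other tissues than theirs.

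Insig1, which the paper studies as a HuR target, was at 85.3 ± 19.3 FPKM in Ctrl and 71.1 ± 1.33 FPKM in HuR-FKO in eWAT (SD, n = 3 per group), 177 ± 36.7 and 133 ± 12.4 FPKM in iWAT, and 189 ± 7.56 and 124 ± 27.6 FPKM in BAT (n = 2 per group), none past the threshold. Insig2 was at 12.5 ± 0.904 and 21.8 ± 5.56 FPKM in BAT. Of the genes that the paper names for a depot, 33 of 38 tested were higher in eWAT and 44 of 49 in iWAT, while in BAT 7 of 33 were higher and 26 lower, among the latter the muscle genes of Fig. 5c, which the paper reports as lower. The named genes include those of the paper's heatmaps, which for eWAT show leading-edge genes of this same RNA-seq. Their direction was partly set by that choice, so the counts are not independent evidence.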
